# Transcriptome Analyses Reveal Adult Metabolic Syndrome With Intrauterine Growth Restriction in Pig Models

**DOI:** 10.3389/fgene.2018.00291

**Published:** 2018-08-15

**Authors:** Linyuan Shen, Mailin Gan, Shunhua Zhang, Jideng Ma, Guoqing Tang, Yanzhi Jiang, Mingzhou Li, Jinyong Wang, Xuewei Li, Lianqiang Che, Li Zhu

**Keywords:** pig, mRNA, transcriptome, IUGR, liver, gluconeogenesis

## Abstract

Epidemiological data have indicated that intrauterine growth retardation (IUGR) is a risk factor for the adult metabolic syndrome in pigs. However, the causative genetic mechanism leading to the phenotype in adulthood has not been well characterized. In the present study, both normal and IUGR adult pigs were used as models to survey the differences in global gene expression in livers through transcriptome sequencing. The transcriptome libraries generated 104.54 gb of data. In normal and IUGR pigs, 16,948 and 17,078 genes were expressed, respectively. A total of 1,322 differentially expressed genes (DEGs) were identified. Enrichment analysis of the DEGs revealed that the top overrepresented gene ontology (GO) terms and pathways were related to oxidoreductase activity, ATPase activity, amino catabolic process, glucose metabolism, and insulin signaling pathway. The increased gluconeogenesis (GNG) and decreased glycogen synthesis in the liver contributed to the glucose intolerance observed in IUGR. The reduced expression of insulin signaling genes (such as *PI3K* and *AKT*) indicated an elevated risk of diabetes in adulthood. Together, these findings provide a comprehensive understanding of the molecular mechanisms of adult IUGR pigs and valuable information for future studies of therapeutic intervention in IUGR metabolic syndrome.

## Introduction

The period of intrauterine growth and development is one of the most vulnerable periods in mammalian lifetime. Unfortunately, impairments to the embryo/fetus or its organs during gestation result in intrauterine growth restriction (IUGR) (Verma and Chaudhary, 2016). In humans, about 23.8% of newborns and approximately 30 million babies worldwide suffer from IUGR every year (Harmayani et al., 2017). Previous studies have associated increased morbidity and mortality, delayed postnatal growth and development, and increased susceptibility to metabolic syndrome with IUGR early in life (Pallotto and Kilbride, 2006). As the number of cases with metabolic syndromes is rapidly increasing, fetuses and neonates with IUGR are strongly predisposed to obesity, diabetes, and cardiovascular disease in later life based on experimental animal models and human epidemiological data (McMillen and Robinson, 2005; Manten et al., 2007; Martin-Gronert and Ozanne, 2007). The liver is the most important organ in the regulations of numerous metabolic processes, including hormone production and glucose and lipid metabolism (Ramayo-Caldas et al., 2012). Until now, hepatic metabolism is the preferential model system through which mechanisms of IUGR are examined. For example, offsprings exposed to intrauterine malnutrition have an increased risk of developing abnormal glucose metabolism along with increased hepatic gluconeogenesis (Thorn et al., 2009, 2013; George et al., 2012) and reduced hepatic glycolysis (Bogdarina et al., 2004). Additionally, defective insulin signaling cascade pathway would be expected to impair glucose uptake in the muscle, which would induce overproduction of glucose in the liver, ultimately leading to the development of glucose intolerance (Bogdarina et al., 2004; Samuel and Shulman, 2012). It has also been reported that IUGR pigs showed increased fatty acid flux toward the liver and reduced lipolysis and fatty acid oxidation (Yan et al., 2017). Together, these changes can lead to lipotoxicity, further reducing insulin sensitivity in the liver (Karpe et al., 2011; Yan et al., 2017). Recently, hepatic mitochondrial dysfunction was demonstrated to be a potential mechanism of IUGR development. These studies reported that IUGR during infancy decreased the capacity of hepatic mitochondrial biogenesis and the metabolism efficiency of oxidative phosphorylation (OXPHOS), resulting in excess production of mitochondrial superoxide radicals and poor hepatic antioxidant defense systems (Che et al., 2015; Zhang et al., 2016, 2017).

Although there is a wealth of evidence to show that IUGR can increase the risk of adult metabolic diseases such as cardiovascular disease, obesity, and type 2 diabetes (Ross and Beall, 2008; Rinaudo and Wang, 2012), the genetic mechanisms underlying IUGR are not well characterized. At present, next-generation sequencing, a powerful method that can be used to understand complete gene regulatory networks relevant to IUGR, is being applied to analyze global transcriptomic changes (Mutz et al., 2013). Although there are some studies about transcriptome of IUGR organs (such as placenta, kidney, etc.) in human and mouse models (Tain et al., 2015; Ackerman et al., 2017), metabolic syndrome of IUGR induced by aberrant liver transcriptome is still not well characterized. Therefore, we used pigs as biomedical models for the study of the metabolic syndrome of IUGR in humans because of the similar morphology, physiology, metabolism, and proportional organ sizes between pigs and humans. Furthermore, pigs have the advantage of relatively low genetic and environmental variances, whereas humans live in a highly confounding environment, where personal lifestyle choices such as smoking and alcohol consumption have significant impacts on the incidence of metabolic syndrome (Li et al., 2012). The aim of this study was to employ pig hepatic transcriptome analyses to reveal the genetic mechanisms of metabolic syndrome arising from IUGR.

## Materials and Methods

### Ethics Statement

All the animal experimental and sample collection procedures were approved by the Institutional Animal Care and Use Committee of the College of Animal Science and Technology of Sichuan Agricultural University, Sichuan, China, under permit No. DKY-B20131403 (Ministry of Science and Technology, China, revised in June 2004). All experimental methods were performed in accordance with the Sichuan Agricultural University of Health Guide for the Care and Use of Laboratory Animals.

### Animal Housing and Sample Collection

A total of eight pairs of normal birth weight (∼1.49 kg) and IUGR (∼0.97 kg) PIC breeding male piglets chosen from eight sows were used in this study. One IUGR piglet and one control piglet were selected from each litter. All selected pigs were moved to nursing cages at 7 days of age. The animals were fed with milk formula until 28 days of age. The formula composition and nutrient levels of the milk formula fed to the pigs are provided in **Supplementary Table S1**. After 28 days, the composition of diets fed to pigs was adjusted according to body weight (**Supplementary Table S2**). In all stages, pigs had *ad libitum* access to feed and water and were housed in the same environment. At 150 days of age, all pigs were kept off feed but given free access to water for 24 h, then electrically stunned, exsanguinated, scalded, and rinsed. Serum was harvested by centrifugation at 3000 *g* for 10 min at 4°C and stored at -80°C. Other samples were obtained from the core of the liver and longissimus dorsi immediately after exsanguination and rapidly frozen in liquid nitrogen.

### Biochemical Parameters and Metabolite Measurement

The concentrations of glucose (No. F006), glucogen (No. A043), triglyceride (#A110-2), free fatty acid (No. A042-1), and malondialdehyde (MDA) (No. A003-1) were determined using commercial kits (Nanjing Jiancheng Institute of Bioengineering, Nanjing, Jiangsu, China) following the manufacturer’s instructions. The levels of hepatic adenosine triphosphate (ATP) and adenosine diphosphate (ADP) were measured using high-performance liquid chromatography (HPLC), following a previously published method (Zhang et al., 2017). The activity of ATPase (No. A070-2), cytoplasmic copper/zinc superoxide dismutase (CuZn SOD) (No. A062), and glutathione reductase (GR) was also determined using commercial kits (Nanjing Jiancheng Institute of Bioengineering, Nanjing, Jiangsu, China). Sample data were collected using an automatic biochemical analyzer (Model 7020, Hitachi, Tokyo, Japan) and a UV-1100 spectrophotometer (Shanghai Mapada Instruments Co. Ltd., Shanghai, China).

### Intravenous Glucose Tolerance Test

After overnight fasting, an intravenous glucose tolerance test (i.v.GTT) was conducted in all animals as previously described by Wang et al. (2016). Briefly, at 149 days of age, dextrose (500 g/L) was infused continuously through ear venipuncture over the course of 6 min. The infusion dose and rate were 0.5 g/kg of body weight and 10 g glucose/minute, respectively. Blood samples were obtained at -6, -4, -2, and 0 min relative to the completion of dextrose infusion and at 5, 10, 15, 30, 60, 90, and 120 min post administration. Blood glucose was measured using an Ascensia Elite glucometer (Bayer Healthcare Company, Leverkusen, Germany). All samples were measured in duplicate.

### Total Ribonucleic Acid (RNA) and Deoxyribonucleic Acid (DNA) Extraction

Total RNA was extracted from liver and muscle samples using TRIzol (Invitrogen, CA, United States). Nucleic acids were then further purified with RNeasy column (Qiagen, United States) according to the manufacturer’s protocol. RNA integrity and concentration were assessed using the Bioanalyzer 2100 (Agilent Technologies) and NanoDrop (Thermo Technologies), respectively. DNA was isolated from liver samples for the measurement of mitochondrial DNA (mtDNA) copy number using the DNeasy Blood & Tissue Kit (Qiagen, United States).

### Measurement of mtDNA Copy Number

The relative mtDNA copy number was determined by quantitative polymerase chain reaction (qPCR). The quantitative reverse transcription polymerase chain reaction (qRT-PCR) was performed using the SYBR Green Real-time PCR Master Mix (Takara, Dalian, China) on a CF96 Real-Time PCR Detection System (Bio-Rad, Richmond, CA, United States). The ratio of mitochondrial genes (ATP6 and COX2) to nuclear DNA single copy gene (GCG) within the same sample was used to calculate the mtDNA content (primer sequences are listed in **Supplementary Table S3**). All reactions were performed in triplicate. Relative mtDNA copy number per diploid cell was calculated by the 2^Δ^*^C^*^t^ method.

### Messenger RNA (mRNA) Library Construction and Sequencing

We randomly selected three pigs from each group for deep sequencing analysis. First, only RNA samples that had RNA Integrity Number (RIN) scores > 8 were used for sequencing. Approximately 5 μg of total RNA from a single liver tissue was isolated by binding of the Poly (A) tails on the mRNA with poly-T oligo conjugated magnetic beads (Thermo Fisher). Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were then reverse transcribed into the final complementary DNA (cDNA) library in accordance with the Illumina RNA ligation-based method (Illumina, San Diego, CA, United States). The constructed RNA libraries were sequenced using an Illumina HiSeq 2000 platform. Paired-end reads, approximately 90 bp long, were generated.

### Transcriptome Data Analysis

Clean data were obtained by removing reads containing adapters, reads containing over 10% of poly(N), and low-quality reads (>50% of the bases had Phred quality scores ≤ 10) from the raw data. All the downstream analyses were conducted only on high-quality data. The index of the reference genome was built using Bowtie v2.0.6 and paired-end clean reads were aligned to the reference genome using TopHat v2.0.14. The mapped reads from each library were assembled with Cufflinks v2.2.1. The reference annotation-based transcript (RABT) assembly method in Cufflinks v2.2.1 was used to construct and identify mRNA transcripts from the TopHat2 alignment results. Cuffdiff v2.1.1 was used to calculate fragments per kilobase of exon model per million mapped reads (FPKM) scores for transcripts in each library. Differentially expressed genes (DEGs) were identified through pairwise comparisons between every two stages using edgeR (release 3.2). The statistical significance of gene expression differences was evaluated using an adjusted *P*-value (*Q*-value) < 0.01 and|log_2_(fold change)|≥ 2 as the threshold. In addition, the cluster of the DEGs was performed by using common perl and R scripts.

### Functional Enrichment Analysis

Differentially expressed genes were converted to human orthologous genes and submitted to the DAVID 6.8 web server^1^ for enrichment analysis of the significant overrepresentation of GO biological processes (GO-BP), molecular function (GO-MF) terminologies, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway category. In all tests, the *P*-values were calculated using Benjamini-corrected modified Fisher’s exact test. Only *P*-values < 0.05 were considered as significant.

### Quantitative RT-PCR

The expression levels of selected genes were quantified using qRT-PCR. The qRT-PCR was performed using the SYBR Green Real-time PCR Master Mix (Takara, Dalian, China) on a CF96 real-time PCR detection system (Bio-Rad, Richmond, CA, United States). The PCR primer sequences used are presented in **Supplementary Table S3**. *ACTB, TBP*, and *TOP2B* genes were simultaneously used as internal control genes for normalization. All measurements contained a negative control (no cDNA template). Each RNA sample was analyzed in triplicate. The 2^-ΔΔ^*^C^*^t^ method was used to determine the relative abundance of each mRNA.

### Statistical Analyses

Data were analyzed with SPSS (21.0 version). All data were presented as means ± standard deviation (SD). Differences in groups were analyzed with Student’s *t*-test. *P* < 0.05 was considered to be statistically significant.

## Results and Discussion

### Phenotypic Traits of Adult IUGR Pig

According to a previous study (Che et al., 2010), pigs with birth weights within 0.5 standard deviations of the mean litter birth weight were considered to be normal, whereas those with lower weights (1.5 standard deviations below the mean litter weight) were defined as IUGR. As presented in **Figure 1A**, IUGR piglets had lower birth weights (32–39% decrease, *p* < 0.01) than normal piglets, and this difference persisted until adulthood (19–25% decrease, *p* < 0.01). This suggests that impaired intrauterine growth and development may have a persistent influence on metabolic efficiency later in life. It was observed that adult IUGR pigs exhibited greater plasma concentrations of glucose (*p* < 0.01) and lower hepatic glycogen (*p* < 0.05) (**Figures 1B,C**). Previous studies have reported that hyperglycemia phenotypes are typically associated with glucose intolerance and type 2 diabetes (Nathan et al., 2009). These findings were supported by our observations during the intravenous glucose tolerance test (**Figure 1D**). Blood glucose concentrations were higher at post-infusion times 5 (*p* < 0.05) and 10 min (*p* < 0.05) in IUGR pigs than normal group. Moreover, adult IUGR pigs also exhibited greater plasma concentrations of triglyceride and free fatty acids, as well as triglyceride content in livers (**Figures 1B,C**). These results imply that IUGR likely impairs the capacity of hepatic fatty acid oxidation, thus promoting the development of the hyperlipidemia phenotype. This is consistent with recent studies reporting that IUGR was the predominant factor in affecting lipid metabolism (Koklu et al., 2006; Li et al., 2016). Interestingly, the influence of high circulating triacylglycerol and non-esterified fatty acid was also demonstrated to promote glucose intolerance (Karpe et al., 2011; Lopez et al., 2011). Furthermore, OXPHOS was determined to be an important component of hepatic metabolism. This was consistent with other previous studies, which demonstrated that suckling piglets of IUGR impaired hepatic mitochondrial biogenesis and energy homeostasis (Zhang et al., 2017). As shown in **Figures 1E,F**, mtDNA and ATP were both significantly decreased in adult IUGR pigs (*p* < 0.05). This implies that the change of the OXPHOS pathway during gestation might persist well into adult life. Overall, these results suggest that adult IUGR pigs have multiple metabolic syndromes, and differences in the transcriptome were likely to underlie the aberrant phenotypes.

**FIGURE 1:**
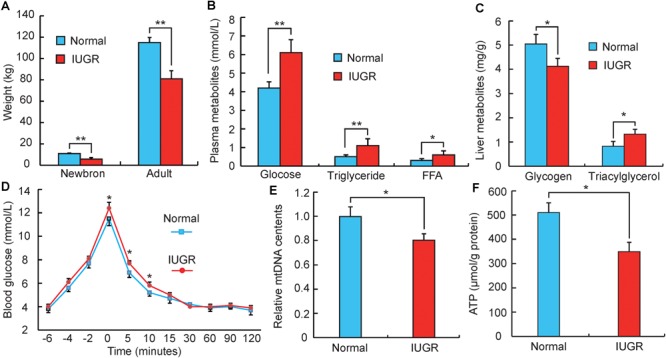
Phenotypic differences between adult normal and IUGR pigs. **(A)** The body weights of normal and IUGR pigs as newborns and adults (*n* = 8). **(B)** The blood glucose, triglyceride and free fatty acid (FFA) concentrations in adult normal and IUGR pigs (*n* = 8). **(C)** The contents of glycogen and triglyceride in livers of adult normal and IUGR pigs (*n* = 8). **(D)** Plasma glucose concentrations after an intravenous glucose tolerance test (i.v.GTT) at 149 days of age. Time indicates minutes relative to the completion of dextrose infusion (*n* = 8). **(E)** The copy number of hepatic mitochondrial DNA in adult normal and IUGR pigs (*n* = 8). **(F)** The contents of ATP in livers of adult normal and IUGR pigs (*n* = 8). Data are means ± SD. Statistical significance was calculated by Student’s *t*-test (*n* = 8 per individual). Significant differences levels: ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

### Summary of Transcriptome Data

To identify genes involved in the differentially effective metabolic pathway between adult IUGR and normal pigs, RNA transcriptome libraries were constructed using adult pig liver tissues. 

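Liver RNA of 3 normal and 3 IUGR pigs was sequenced at 150 days of age, with 1 library per pig. The authors' TopHat, Cufflinks and Cuffdiff run gave an FPKM (mapped fragments scaled by transcript length and library size) in every library for 121055 assembled loci, of which 22571 carried an Ensembl gene identifier and were treated as known transcripts. IUGR pigs were compared with normal pigs on log2(FPKM + 1) over the 14727 known loci with a mean FPKM of at least 0.3. The test was limma's moderated two-sided test, with Benjamini-Hochberg adjustment over these loci and a threshold of 0.05, and each log2 fold change is IUGR minus normal. Lists of genes for 33 liver pathways and 10 cell types, written before the data were examined apart from the FPKM of these libraries in the part of Table S5 at hand, were each tested against all other genes with camera in limma at a preset correlation of 0.01 between genes. The cell type lists with fewer than 5 measured genes were not tested, which left 8. The values hold no read counts, so the depth behind each of them is unknown beyond the 65 to 74.4 × 1e6 mapped fragments per library that follow from Table 1. With 3 pigs against 3, an exact permutation test of a single gene cannot give a p below 0.1.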

Transcriptome libraries generated a total of 1,161 million pair-end reads of 90 bp in length. The total sequencing length was 104.54 gb, representing approximately 43× coverage of the complete pig genome. Approximately 64.30–68.68% of all reads were unique and aligned to the University of California, Santa Cruz (UCSC) pig reference genome (Sus scrofa 11.1) using the TopHat2 package (**Table 1**). Furthermore, 85.84–91.41% of all reads were located within exons (**Supplementary Figure S1**). 

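Known transcripts as a group stood higher in normal 1, IUGR 2 and IUGR 3, whose total mapped ratio was 72.49 to 73.96%, than in normal 2, normal 3 and IUGR 1, at 69.57 to 70.68%. Between these sets limma called 1104 known loci higher and 21 lower in the libraries with the higher ratio, with a median log2 difference of 0.32 over all 14727. With IUGR against normal as a second factor, 60 were higher and 6 lower. Loci without an Ensembl identifier went the other way: 37.7% of them were higher in the libraries with the higher ratio, and their median log2 difference was -0.089. Scaling every library to the same median of known transcripts left 3 higher and 3 lower, and quantile scaling left 2 and 2, both scalings chosen after seeing the data. The coordinates of the loci are those of Sscrofa10.2, which the table of libraries names as the build, and on chromosome 1 they reach 315294641, past the last gene end of 274280750 in the annotation of Sscrofa 11.1, the build the text names.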

In this study, if one transcript was expressed in all the three biological replicates of the constructed cDNA libraries, it was considered to be an expressed transcript and included for subsequent analysis. Consequently, 16,948 and 17,078 known transcripts were identified as being expressed in normal and IUGR pigs, respectively. 

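Known transcripts with an FPKM above 0 in all 3 libraries numbered 16947 in normal and 17077 in IUGR pigs, and 16554 were shared. The 393 found in normal pigs only and the 523 found in IUGR pigs only had low values, with a median group mean of 0.0632 and 0.0844 FPKM. A group mean of at least 1 FPKM was reached by 26 and 33 of them. The highest of the 393 was EPHX1, an epoxide hydrolase of xenobiotic metabolism singled out after its values were seen, at 425 FPKM in normal pigs. It was left out of the IUGR set by IUGR 3 alone, where its estimate failed and it was listed at 0, against 458 and 818 FPKM in IUGR 1 and IUGR 2. With an FPKM of at least 0.3 in every library, the counts were 13567, 14049 and 13376. Several loci can carry the same identifier, and in distinct Ensembl genes the counts were 16086, 16204 and 15732.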

Among the transcript populations, only a small number of genes were highly expressed (**Supplementary Tables S4, S5**). These findings were consistent with previous studies, which reported that only a small number of highly expressed genes may play cellular housekeeping gene roles and regulate cellular components and basal cellular metabolism (Shen et al., 2015). 

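Among loci with a symbol, the highest values belonged to mitochondrial transcripts and to proteins that the liver secretes, which are named for these values. A locus without a symbol, ENSSSCG00000021395, stood among them at 11475 FPKM in normal and 11534 FPKM in IUGR pigs. The locus that joins the mitochondrial genes ATP6, ATP8 and COX3 stood at 28658 ± 12308 FPKM in normal and 33260 ± 3489 FPKM in IUGR pigs (SD, n = 3 pigs per group), and COX1 at 12662 ± 5680 FPKM in normal and 14731 ± 1421 FPKM in IUGR pigs. Among nuclear genes with a symbol, the highest were TTR, the carrier of thyroid hormone and retinol-binding protein, at 8025 ± 2856 FPKM in normal and 10303 ± 1682 FPKM in IUGR pigs, and APOE, an apolipoprotein, at 7326 ± 2865 FPKM in normal and 9206 ± 1380 FPKM in IUGR pigs. APOC3 came next, and then haptoglobin (HP) at 7139 ± 3914 FPKM in normal and 6569 ± 921 FPKM in IUGR pigs. The 10 known loci with the highest values held 19.1 to 22.8% of the summed FPKM of known transcripts in each library, and the 100 highest held 45.0 to 49.1%. An FPKM above 60 was reached by 1.57 to 2.05% of all assembled loci per library.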

The reproducibility and reliability of transcriptome libraries were analyzed by total expressed genes using hierarchical clustering. As presented in **Figure 2A**, the three biological replicates of each group were highly correlated with one another (Pearson’s *r* > 0.96), and all the three libraries of each group were definitively assigned to a single cluster. This verified the high reproducibility and reliability of the transcriptome profiling performed in the present study. 

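Over 17470 known loci with an FPKM above 0 in all 3 libraries of either group, Pearson's r of log2(FPKM + 1) was 0.978 to 0.980 between normal pigs and 0.982 to 0.994 between IUGR pigs. Between a normal and an IUGR pig it was 0.978 to 0.984. IUGR 2 and IUGR 3 were the closest libraries. Among 4823 known loci with a mean FPKM of at least 10, the robust SD of their log2 ratio was 0.108, against 0.270 to 0.335 for the other pairs, and 0.041% of these loci differed over 2-fold after the overall shift was removed, against 2.26 to 4.37%. Average linkage on 1 minus r joined IUGR 2 with IUGR 3 first and left normal 2 alone in the last step. These correlations are across genes within a pair of pigs, and genes are not independent replicates.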

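HAMP and NNMT were lower in all 3 IUGR pigs than in any normal pig, and KLB and LAMB3 were higher, each just short of the threshold. HAMP encodes hepcidin, the liver hormone that limits iron export (ENSSSCG00000002886, chromosome 6, 40205769 to 40207305 of Sscrofa10.2), and stood at 147 ± 72.2 FPKM in normal and 12.9 ± 9.13 FPKM in IUGR pigs (SD, n = 3 pigs per group). Its log2 fold change was -3.67 (standard error 0.58, adjusted p = 0.0505 from limma). NNMT, which methylates nicotinamide (chromosome 9, 46628613 to 46631014), stood at 64.6 ± 39.5 and 7.42 ± 2.45 FPKM (log2 fold change -2.76, adjusted p = 0.0571). KLB, the co-receptor of the bile acid signal FGF19 and of FGF21 (chromosome 8, 32268467 to 32314234), stood at 18.5 ± 11.7 and 83.7 ± 11.3 FPKM (2.26, adjusted p = 0.0505). LAMB3, a laminin chain, stood at 1.72 ± 0.614 and 7.2 ± 2.05 FPKM (1.59, adjusted p = 0.0505). A fit without IUGR replicate 1, here and below, keeps IUGR 2 and IUGR 3 as the only IUGR pigs. They were the closest libraries, so their spread can understate that between IUGR pigs. With 1 library left out, HAMP was called without normal replicate 2 (adjusted p = 0.00332), without IUGR replicate 1 (adjusted p = 6.42e-04), 2 (2.02e-04) and 3 (2.27e-04). NNMT was called without normal replicate 2 (adjusted p = 0.0322), 3 (0.00531), without IUGR replicate 1 (adjusted p = 0.00487), 2 (0.00410) and 3 (0.00523). KLB was called without normal replicate 1 (adjusted p = 0.00236), without IUGR replicate 1 (adjusted p = 0.00333), 2 (0.0238) and 3 (0.0250). LAMB3 was called without normal replicate 2 (adjusted p = 0.0172), without IUGR replicate 1 (adjusted p = 0.00737), 2 (0.0165) and 3 (0.00838). Of these genes KLB alone was called after sum scaling (0.0492), and none was called after median or quantile scaling. With IUGR 2 and IUGR 3 averaged, a choice made after seeing the data, HAMP (2.46e-04), NNMT (0.00527), KLB (0.0226) and LAMB3 (0.0109) were called. Over all alternatives but the replicate block, which pairs pigs that share only a number, their adjusted p was 2.02e-04 to 0.507, 0.00410 to 0.507, 0.00116 to 0.471 and 9.31e-04 to 0.471, in this order.
Further from the threshold in the higher direction were MMP11 (1.50, adjusted p = 0.115), S100A8 (1.22), METTL12 (0.89), ME3 (1.08), TMED6 (0.93), FNDC1 (0.93), CPXM1 (0.77) and RHPN1 (0.65). In the lower direction came TRNP1 (-0.69), CA11 (-0.97), SLC38A1 (-1.35), MUC13A (-1.92), NNAT (-1.02), CYP2J34 (-2.38), IL-2 (-0.85) and ADAM28 (-0.85, adjusted p = 0.268). All but IL-2 and ADAM28 were called without IUGR replicate 1, with adjusted p values of 0.00728 for MMP11, 0.0335 for S100A8, 0.00853 for METTL12, 0.0381 for ME3, 0.00853 for TMED6, 0.0339 for FNDC1, 0.0409 for CPXM1, 0.0319 for RHPN1, 0.0317 for TRNP1, 0.00486 for CA11, 0.0407 for SLC38A1, 0.00428 for MUC13A, 0.0319 for NNAT and 0.00602 for CYP2J34. MMP11 was also called without normal replicate 1 (adjusted p = 0.0312) and CYP2J34 without normal replicate 2 (2.83e-05). S100A8 was also called without IUGR replicate 2 (0.0328) and with IUGR 2 and IUGR 3 averaged (0.0474). Over the same alternatives the adjusted p of these genes lay between 2.83e-05 and 0.714. Some of them were close to the floor, where the added 1 draws a log2 fold change toward 0 and the depth is unknown. RHPN1 stood at 0.206 FPKM in normal and 0.887 FPKM in IUGR pigs, and CPXM1 at 0.480 and 1.52 FPKM. TRNP1 stood at 0.942 and 0.205 FPKM, and CA11 at 1.18 and 0.0917 FPKM, listed at 0 in IUGR 2 and IUGR 3.
limma called 1 known locus higher and 2 lower in IUGR pigs, none of them with a symbol and each named after its values were seen. ENSSSCG00000025801 fell from 123, 203 and 253 FPKM in the normal pigs to 23.7, 1.58 and 1.35 FPKM (adjusted p = 0.0339), and ENSSSCG00000014916 from 12.7, 2.55 and 4.02 FPKM to values listed at 0 (adjusted p = 0.0339). ENSSSCG00000027115 was at 7.41, 9.19 and 9.08 FPKM in the IUGR pigs and listed at 0 in the normal pigs, where its estimates had failed (adjusted p = 2.38e-06). It was the single locus at the paper's thresholds, an adjusted p under 0.01 and a log2 fold change of at least 2 in size. At an unadjusted p under 0.05, which a share of 0.05 of loci would pass by chance alone, 883 loci were higher and 117 lower. The median log2 fold change of all genes was 0.15. Scaling the libraries to the same median, to the same sum or to the same distribution (quantile scaling) brought this median to 0.0010, -0.056 and -0.0054 and the split to 736 and 505, 552 and 821, and 806 and 652, so lists of genes are reported relative to it. The groups did not overlap for 9.6% of loci, where chance gives 10%. Every left-out library moved the counts of higher and lower loci: to 19 and 1 without normal replicate 1, 12 and 12 without normal replicate 2, 3 and 1 without normal replicate 3, 128 and 30 without IUGR replicate 1, 11 and 6 without IUGR replicate 2, and 10 and 6 without IUGR replicate 3. At the paper's thresholds the counts were 3 and 1 without normal replicate 1, 3 and 7 without normal replicate 2, 1 and 1 without normal replicate 3, 12 and 8 without IUGR replicate 1, 1 and 4 without IUGR replicate 2, and 2 and 4 without IUGR replicate 3. Leaving out loci with a failed estimate in any library, a choice made after seeing the data, gave 5 and 5, among them HAMP, NNMT, KLB and LAMB3, each at an adjusted p of 0.0315.

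**Figure D1:**
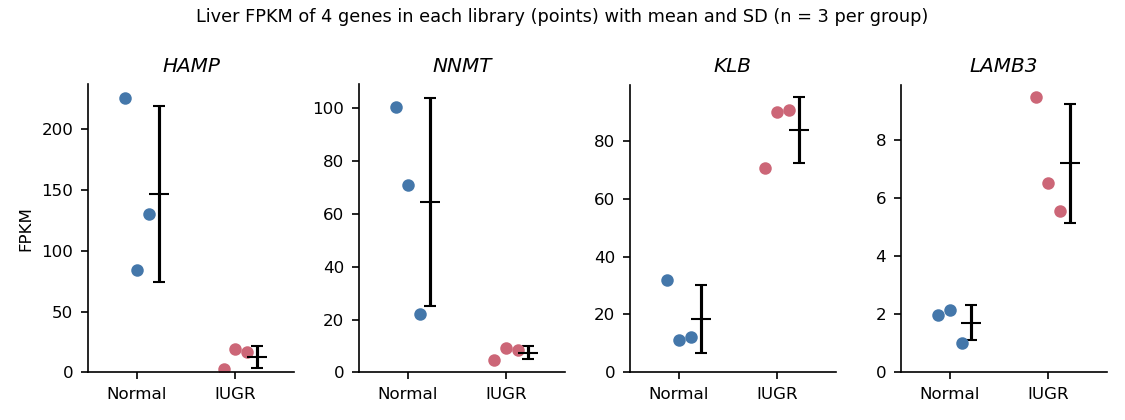
FPKM of HAMP, NNMT, KLB and LAMB3 in each liver library (points) with the mean and SD of 3 pigs per group (bars), on a separate linear axis for each gene. HAMP and NNMT are lower and KLB and LAMB3 higher in every IUGR pig than in every normal pig, with adjusted p values of 0.0505 to 0.0571.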

To explore the global transcriptional changes, we identified a total of 16,554 transcripts which were co-expressed in normal and IUGR pigs and identified 1322 DEGs (**Figure 2B** and **Supplementary Table S6**), including 558 highly expressed genes in the normal group and 764 highly expressed genes in the IUGR group (**Figures 2C,D**). The heat map of the hierarchical clustering analysis indicated that the DEG data were also highly reproducible (**Figure 2C**). Furthermore, the transcriptome sequencing results were also validated through the qRT-PCR analysis of expression patterns of eight randomly selected genes from each group. 

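HSD17B2, which oxidizes estradiol and testosterone, stood at 133 ± 114 FPKM in normal and 512 ± 351 FPKM in IUGR pigs (SD, n = 3 pigs per group), a log2 fold change of 2.85 (standard error 1.22, adjusted p = 0.699 from limma; 1.14 with the mapped ratio as a covariate). Normal replicate 2 was at 2.78 FPKM and IUGR replicate 1 at 109 FPKM, below the other normal pigs. IGFBP2, which binds insulin-like growth factors, stood at 77.4 ± 45.8 and 207 ± 80.2 FPKM (1.52, adjusted p = 0.454). HGD, an enzyme of tyrosine breakdown, stood at 90.3 ± 50.6 and 29.8 ± 4.60 FPKM (-1.38, adjusted p = 0.439). TOP2A, the topoisomerase of dividing cells, was higher in all 3 IUGR pigs, at 2.74 ± 0.543 and 7.81 ± 3.56 FPKM (1.15, adjusted p = 0.363; 0.59 with the mapped ratio as a covariate). So was KCNIP3, at 1.79 ± 0.689 and 4.65 ± 0.903 FPKM (1.04, adjusted p = 0.235). TCN1 had a log2 fold change of 1.03 (-0.064 with the mapped ratio as a covariate), with an estimate that failed or had too little data in a library. It was at 2.55, 3.91 and 3.66 FPKM in the normal pigs. IUGR 1 was below them at 0.968 FPKM, and IUGR 2 and IUGR 3 were at 24.8 and 12.7 FPKM. A fit without IUGR replicate 1 drops that pig and keeps only the closest libraries. Of the control genes, ACTB had a log2 fold change of 0.18 (0.029, -0.091 and -0.11 after median, sum and quantile scaling, and -0.11 with the mapped ratio as a covariate). TBP was at 0.10 (-0.056, -0.15 and -0.074 after median, sum and quantile scaling, and -0.064 with the mapped ratio as a covariate) and TOP2B at 0.17 (0.021, -0.087 and -0.012 after median, sum and quantile scaling, and -0.086 with the mapped ratio as a covariate). Without normal replicate 3 TBP was -0.00094, and without normal replicate 2 TOP2B was -0.023. Without IUGR replicate 1, limma called TOP2A (1.55, adjusted p = 0.00508, over all alternatives but the replicate block 0.00508 to 0.834) and TCN1 (2.12, adjusted p = 0.00103, over all alternatives but the replicate block 0.00103 to 1.00). HSD17B2 ranged from 0.94 to 3.86 with 1 library left out, IGFBP2 from 0.99 to 1.96, TCN1 from 0.26 to 2.12 and ACTB from 0.026 to 0.48.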

The results indicated that the expression patterns of these genes were highly consistent between the two methods (Pearson’s *r* > 0.81, *p* < 0.01; **Supplementary Figure S2**).

**Table 1:** Summary of transcriptome alignment.

Group	Normal-1	Normal-2	Normal-3	IUGR-1	IUGR-2	IUGR-3
Total raw reads	182462984	188671562	188490354	212157764	191055696	198755512
	(16.42G)	(16.98G)	(16.96G)	(19.09G)	(17.20G)	(17.89G)
Valid data	181246976	186904702	186844562	210590742	189842370	197354938
Valid ratio (reads)	0.99	0.99	0.99	0.99	0.99	0.99
Q20%	99.50	99.55	99.63	99.53	1.00	1.00
Total mapped ratio %	72.49	70.11	69.57	70.68	73.79	73.96
Unique mapped ratio %	66.90	64.32	64.30	65.61	68.56	68.68
GC content %	46.43	45.26	45.18	45.12	45.82	45.22

**FIGURE 2:**
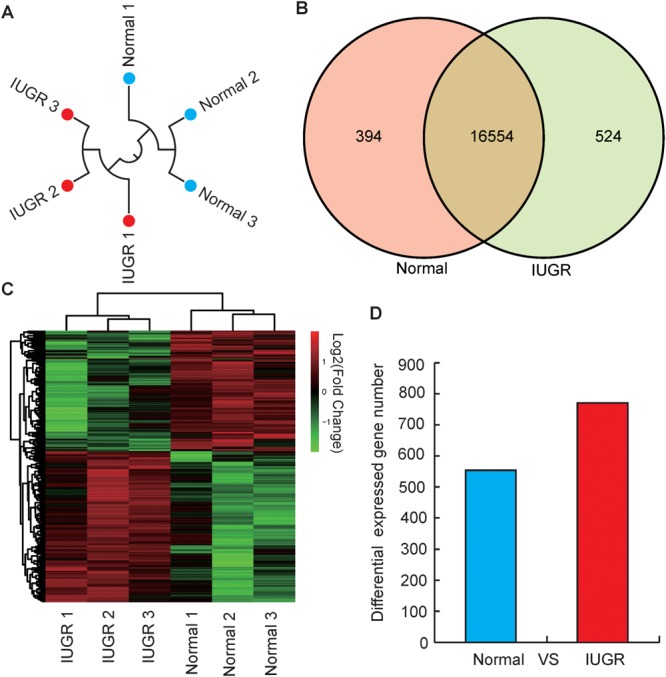
Genome-wide distribution of DGEs between normal and IUGR pigs. **(A)** Hierarchical clustering of samples using all expressed genes for biological reproducibility analysis. **(B)** Venn diagram of expressed genes between normal and IUGR pigs. **(C)** Heat map diagram of DGEs between normal and IUGR pigs **(D)** Distribution of DEGs between normal and IUGR pigs.

### Functional Enrichment Analysis for Differential Expression Genes

To explore the potential functions of DEGs, we performed a GO enrichment analysis. 

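DAO, which oxidizes D-serine and D-alanine (ENSSSCG00000009942, chromosome 14, 44473372 to 44492683), stood at 63.6 ± 21.1 FPKM in normal and 172 ± 96.9 FPKM in IUGR pigs (SD, n = 3 pigs per group). On the log2 scale the fold change was 1.26 (standard error 0.48, adjusted p = 0.594 from limma), and 0.36 with the mapped ratio as a covariate. IUGR 1 was at 61.6 FPKM, and IUGR 2 and IUGR 3, the closest libraries, at 241 and 214 FPKM. DAO was called without IUGR replicate 1, at 1.88 (adjusted p = 0.0216, over all alternatives but the replicate block 0.0216 to 1.00). An enrichment of GO terms was set to need at least 20 called loci and was not run on the 3 loci called.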

As shown in **Figure 3A**, the top significantly overrepresented GO terms were related to two main classes of biological functions: energy metabolism (including oxidation reduction process, oxidoreductase activity, ATP binding, and ATPase activity) and amino and glucose metabolism (including serine/threonine kinase activity, D-alanine and D-serine catabolic processes, and detection of glucose) (**Supplementary Table S7**). Mitochondrion is considered as the central organelle with respect to its functions in energy metabolisms and the major sites of ATP productions in the body (Hock and Kralli, 2009). Interestingly, previous studies have suggested that mitochondrial dysfunction is an underlying mechanism responsible for the IUGR. Mortensen et al. (2010) observed that mouse IUGR offsprings exhibited abnormal expression patterns of mitochondrial function-related genes in liver tissue. Also, in a juvenile pig model, it has been reported that post-weaning IUGR pigs exhibited impaired mitochondrial respiration functions, reduced mitochondrial DNA (mtDNA) contents and ATP productions, and impaired antioxidant defense systems in livers (Liu et al., 2012; Che et al., 2015; Zhang et al., 2017). Moreover, amino acids are one of the major sources of carbon for hepatic gluconeogenesis, such as alanine, serine, and threonine (Sandoval and Sols, 1974; Egan et al., 1983). Here, we observed that serine and threonine catabolic metabolisms were highlighted in the functional enrichment analysis, which was in accordance with a previous report, in which IUGR status was associated with up-regulated gluconeogenic gene expressions (*PEPCK, G6P*, and *PGC1*α), which resulted in increased hepatic gluconeogenic capacity in a fetal sheep model (Thorn et al., 2009). Furthermore, previous studies have reported that elevated hepatic gluconeogenesis would reduce glucose tolerance (Thorn et al., 2011). These findings are consistent with our observations reported in **Figure 1D**.

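GNMT, which uses glycine to take up methyl groups, was lower in all 3 IUGR pigs, at 84.9 ± 17.2 FPKM in normal and 41.1 ± 3.72 FPKM in IUGR pigs (SD, n = 3 pigs per group), with a log2 fold change of -1.01 (adjusted p = 0.382 from limma). CTH, an enzyme of cysteine synthesis, stood at -0.72 (-1.18 with the mapped ratio as a covariate), and SARDH, which forms glycine from sarcosine, at 0.58. Of 21 measured genes of glycine, serine and threonine metabolism, 11 lay above and 10 below the median of all genes. At an unadjusted p under 0.05, 1 was higher and 1 lower, and 0 passed limma's test adjusted over the list alone. The list's median was 0.032 relative to all genes and -0.27 with the mapped ratio as a covariate, whereas camera's test pointed lower without a call (adjusted p = 0.140; adjusted p = 0.901 with an estimated correlation). It was called lower without normal replicate 3 (adjusted p = 0.0149), after quantile scaling (0.0423) and with the mapped ratio as a covariate (0.00287) or a factor (0.0236), and pointed higher over all assembled loci (0.386), within a range of 0.00287 to 0.573 over all alternatives but the replicate block. Over all assembled loci, here and below, camera's reference is 95962 loci with a median log2 fold change of -0.015, in place of 14727 at 0.15. This change alone can turn a list or make it a call. CTH ranged from -0.94 to -0.47 with 1 library left out and SARDH from 0.27 to 0.94. SARDH was at -0.0068 with the mapped ratio as a covariate.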

**FIGURE 3:**
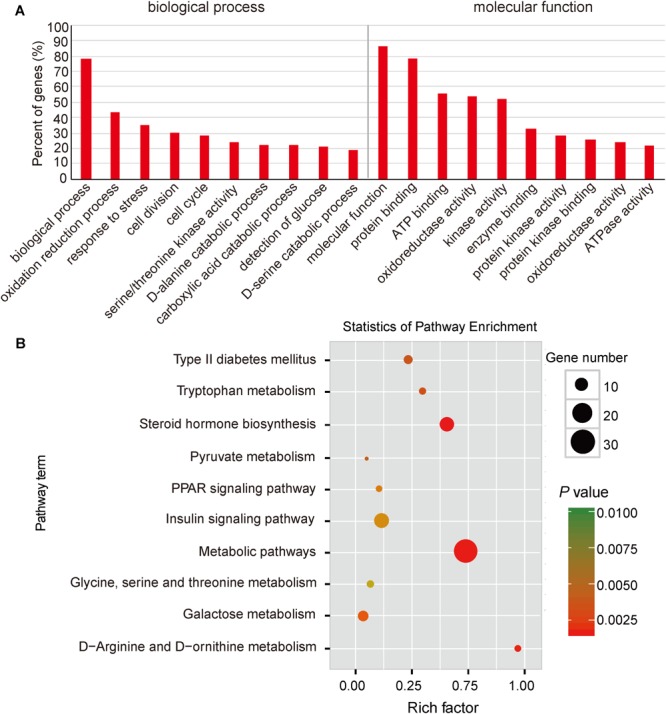
Functional enrichment analysis of DGEs between normal and IUGR pigs. **(A)** Gene Ontology (GO) categories enriched for DEGs between normal and IUGR pigs. **(B)** KEGG pathway enrichment analysis of DGEs between normal and IUGR pigs. The *P*-values were calculated using Benjamini-corrected modified Fisher’s exact test.

Here, we also performed a KEGG pathway enrichment analysis. 

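By camera at the preset correlation, genes of arginine, ornithine and the urea cycle were lower in IUGR pigs as a list relative to all genes (adjusted p = 0.00306; adjusted p = 0.901 with an estimated correlation). Of their fold changes 7 were positive and 7 negative. The list of tryptophan breakdown was not called. ARG1, the liver arginase (ENSSSCG00000004195, chromosome 1, 35580461 to 35594886), stood at 85.3 ± 35.5 FPKM in normal and 43.0 ± 6.38 FPKM in IUGR pigs (SD, n = 3 pigs per group), a log2 fold change of -0.91 (adjusted p = 0.577 from limma). ARG2 stood at -0.48, and of the other urea cycle genes, named after their values were seen, CPS1, which feeds ammonia into the cycle, stood at -0.59 and ASL at -0.49. PYCR1 and ALDH18A1, enzymes of proline synthesis, stood at 0.65 (0.29 with the mapped ratio as a covariate) and 0.49. Of 14 measured genes, 10 lay below and 4 above the median of all genes, with a list median of -0.26 relative to it, -0.39 to -0.11 with 1 library left out and -0.59 with the mapped ratio as a covariate. Adjusted over the list alone 0 passed limma's test, with 2 lower and 1 higher at an unadjusted p under 0.05. The call was lost over all assembled loci (adjusted p = 0.667, range over all alternatives but the replicate block 1.01e-04 to 0.667). Among 12 measured genes of tryptophan breakdown, KYAT3 stood at 0.52, KYNU at 0.36 and IDO1, which opens the tryptophan ring, at -0.27. 8 of them lay below and 4 above the median of all genes (list median -0.090 relative to it and -0.25 with the mapped ratio as a covariate, adjusted p = 0.220; adjusted p = 0.901 with an estimated correlation), and 0 passed limma's test adjusted over the list alone or had an unadjusted p under 0.05. This list was called lower with the mapped ratio as a covariate (0.0112) or a factor (0.0460), and pointed higher over all assembled loci (0.539), within 0.0112 to 0.653 over all alternatives but the replicate block. ARG1 ranged from -1.14 to -0.59 with 1 library left out, CPS1 from -0.98 to -0.15, ASL from -0.75 to -0.18, ALDH18A1 from 0.33 to 0.78, KYAT3 from 0.34 to 0.79 and KYNU from 0.13 to 0.67. CPS1 was at -1.01, ASL at -0.76, ALDH18A1 at 0.23, KYAT3 at 0.064 and KYNU at -0.079 with the mapped ratio as a covariate.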

As presented in **Figure 3B**, the top enriched pathways were related to amino acid metabolisms (such as tryptophan, glycine, arginine, and ornithine), which are consistent with the activated pathway of hepatic gluconeogenesis in IUGR animals (Thorn et al., 2009). In addition, we also observed that pyruvate served as the substrate for gluconeogenesis, and this metabolic pathway was significantly enriched in IUGR animals (Seubert and Huth, 1965). 

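ACSS2, which makes acetyl-CoA from acetate, had the largest log2 fold change among 23 measured genes of pyruvate metabolism, at 1.65 (20.4 ± 18.4 FPKM in normal and 54.4 ± 16.5 FPKM in IUGR pigs, SD, n = 3 pigs per group; adjusted p = 0.405 from limma; 0.71 with the mapped ratio as a covariate). PDK2 and PDK1, kinases that switch off pyruvate dehydrogenase, stood at 0.66 and 0.54, and ME1, the cytosolic malic enzyme, at 0.55. 16 genes of the list lay above and 7 below the median of all genes. With a list median of 0.19 relative to it, and -0.033 with the mapped ratio as a covariate, the list was not called (adjusted p = 0.140 from camera; adjusted p = 0.901 with an estimated correlation), and 0 genes passed limma's test adjusted over the list alone, with 3 higher at an unadjusted p under 0.05. Median scaling made it a call in the higher direction (adjusted p = 0.0369), as did testing over all assembled loci (4.53e-04, range over all alternatives but the replicate block 4.53e-04 to 0.834). ACSS2 itself was called without normal replicate 1 (2.31, adjusted p = 0.0312) and without IUGR replicate 1 (1.93, adjusted p = 0.0390), within 0.0312 to 0.911 over all alternatives but the replicate block. PDK1 ranged from 0.28 to 0.78 with 1 library left out and ME1 from 0.37 to 0.76. PDK1 was at 0.24 and ME1 at 0.25 with the mapped ratio as a covariate.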

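Genes of insulin signaling lay close to the median of all genes in IUGR pigs. The insulin receptor, INSR, stood at 20.5 ± 1.86 FPKM in normal and 24.9 ± 2.72 FPKM in IUGR pigs (SD, n = 3 pigs per group), a log2 fold change of 0.27 (standard error 0.25, adjusted p = 0.886 from limma). The largest change among 26 measured genes was that of SOCS2, a suppressor of cytokine signaling, at 0.50, followed by the adaptor SHC1 at 0.36. 9 genes lay above and 17 below the median of all genes, with a list median of -0.041 relative to it, and 0.00085 with the mapped ratio as a covariate. The list was not called (adjusted p = 0.432 from camera; adjusted p = 0.901 with an estimated correlation), and 0 genes passed limma's test adjusted over the list alone or had an unadjusted p under 0.05. Its test pointed lower in the main fit and higher over all assembled loci (0.0630). SOCS2 ranged from 0.33 to 0.80 with 1 library left out. INSR was at 0.11, SOCS2 at 0.28 and SHC1 at 0.18 with the mapped ratio as a covariate.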

The highlighted insulin signaling pathway and the development of type 2 diabetes mellitus in animals suggest that diabetes may be a fetal adaptation to undernutrition and likely persists until adulthood (**Figure 3B** and **Supplementary Table S8**). These findings are consistent with a previous report in which glucose intolerance and diabetes in pigs born from IUGR conditions were associated with down-regulated expression of insulin signaling genes (*IR, PI3K*, and *AKT1/2*) in the liver (Wang et al., 2016). 

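CYP7A1, which opens bile acid synthesis and is a target of PPAR signaling, was higher in all 3 IUGR pigs, at 77.0 ± 20.7 FPKM in normal and 178 ± 16.3 FPKM in IUGR pigs (SD, n = 3 pigs per group), with a log2 fold change of 1.23 (adjusted p = 0.317 from limma). SCD, the desaturase that makes oleic acid, stood at 1.6 and FADS2, a desaturase of polyunsaturated fatty acids, at 1.30. They were at -0.047 and 0.47 with the mapped ratio as a covariate. Of 20 measured genes of PPAR signaling, 12 lay above and 8 below the median of all genes, and 1 passed limma's test adjusted over the list alone. The list's median was 0.082 relative to all genes and -0.081 with the mapped ratio as a covariate, and it was not called (adjusted p = 0.432 from camera; adjusted p = 0.901 with an estimated correlation). Its test pointed lower with the mapped ratio as a covariate (0.924). Over all assembled loci it was called higher (adjusted p = 0.00813, range over all alternatives but the replicate block 0.00813 to 0.924). SCD ranged from 0.92 to 2.68 with 1 library left out.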

As shown in **Figure 3B**, the peroxisome proliferator-activated receptor (PPAR) signaling pathway was involved in the regulation of the AMPK-SIRT1-PGC1α-PPAR signaling cascade, which is responsible for mitochondrial biogenesis, fatty acid oxidation, and OXPHOS (Cheng and Ristow, 2013). Overall, the transcriptome data have indicated that IUGR has a strong impact on many metabolic pathways in adult pigs.

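Genes of cell division, of cholesterol synthesis and uptake and of fatty acid synthesis, and markers of stellate cells and fibroblasts, were called higher as lists in IUGR livers by camera at the preset correlation. None of these lists was called with an estimated correlation (adjusted p = 0.901 for each of the 3 pathway lists and 0.362 for the markers). By fry the adjusted p was 0.798 and 0.162. Of 28 measured cell cycle genes, 25 lay above the median of all genes and 16 passed limma's test adjusted over the list alone. The groups did not overlap for 10 of them, where chance gives 10% of loci. With an estimated correlation of 0.66 these genes move together, so the 10 are not independent evidence. CENPE, a kinetochore motor, stood at 0.921 ± 0.298 FPKM in normal and 5.02 ± 4.11 FPKM in IUGR pigs (SD, n = 3 pigs per group), a log2 fold change of 1.46 (adjusted p = 0.257). The spindle protein TPX2 and the kinesin KIF20A had log2 fold changes of 0.87 and 0.80 (0.49 and 0.42 with the mapped ratio as a covariate). The list's median was 0.42 relative to all genes (adjusted p = 2.49e-13 from camera; adjusted p = 0.901 with an estimated correlation). Of 22 measured genes of cholesterol synthesis and uptake, 20 lay above the median of all genes and 3 passed when adjusted over the list alone. IDI1, an isomerase of isoprenoid synthesis, stood at 106 ± 86.2 and 273 ± 44.9 FPKM (1.67, adjusted p = 0.422), with HMGCS1 at 1.58 (0.67 with the mapped ratio as a covariate). This list's median was 0.66 relative to all genes (adjusted p = 1.48e-07 from camera; adjusted p = 0.901 with an estimated correlation). All 12 measured markers of stellate cells and fibroblasts lay above the median of all genes, with a median of 0.66 relative to it (adjusted p = 5.51e-09 from camera; adjusted p = 0.362 with an estimated correlation) and 5 that passed when adjusted over the list alone. The collagen COL1A2 stood at 9.78 ± 4.24 and 21.4 ± 2.23 FPKM (1.12), and the receptor PDGFRB had a log2 fold change of 0.89. Of 6 neutrophil markers, 4 lay above and 2 below the median of all genes. S100A9 (1.04) and S100A12 (1.07) were the highest after S100A8, itself at 1.31 and 4.43 FPKM, and 3 passed when adjusted over the list alone (list median 0.49 relative to all genes, adjusted p = 0.00128 from camera; adjusted p = 0.603 with an estimated correlation). The groups did not overlap for 4 of 22 cholesterol genes, 2 of 12 fatty acid synthesis genes and 6 of 12 stellate cell and fibroblast markers. They did not overlap for 3 of 6 neutrophil markers, 0 of 45 ribosomal protein genes and 0 of 23 interferon response genes.
Ribosomal protein genes were also higher as a list, with 44 of 45 above the median of all genes and a list median of 0.29 relative to it, RPS12 at 0.63 (0.23 with the mapped ratio as a covariate) and RPL31 at 0.51 (adjusted p = 0.0128 from camera; adjusted p = 0.901 with an estimated correlation). Interferon response genes were lower as a list relative to all genes, with 22 of 23 below the median and a list median of -0.15 relative to it, MX2 at -0.51, RSAD2 at -0.52 and OAS1 at -0.40 (adjusted p = 0.00164 from camera; adjusted p = 0.901 with an estimated correlation). In both lists 0 genes passed limma's test adjusted over the list alone or had an unadjusted p under 0.05. The ribosomal call was lost without normal replicate 2 (adjusted p = 0.242), without IUGR replicate 2 (0.151), without IUGR replicate 3 (0.155), with the mapped ratio as a covariate (0.315) and with IUGR 2 and IUGR 3 averaged (0.142), within 4.53e-09 to 0.315 over all alternatives but the replicate block. The interferon list turned and was called higher without normal replicate 2 (0.0111), and its call was lost after median (0.0860), sum (0.150) and quantile scaling (0.0593) and over all assembled loci (0.868), within 1.98e-14 to 0.868 over the same alternatives. The neutrophil call was lost without normal replicate 1 (0.150), within 4.75e-07 to 0.150 over all alternatives but the replicate block. Of the genes named, CENPE was called without IUGR replicate 1 (adjusted p = 0.0339), 2 (0.0262) and 3 (0.0132), and with IUGR 2 and IUGR 3 averaged (0.0196). The fit without IUGR replicate 1 rests on the close pair IUGR 2 and IUGR 3. Without IUGR replicate 1 TPX2 (0.00853) and KIF20A (0.00406) were called as well, and without normal replicate 1 HMGCS1 (0.0498) and COL1A2 (0.0312), with 0.00406 to 1.00 over all alternatives but the replicate block for these genes. With 1 library left out the list medians relative to all genes were 0.31 to 0.56 for the cell cycle, 0.44 to 0.84 for cholesterol, 0.45 to 0.80 for stellate cells and fibroblasts, 0.27 to 0.63 for neutrophils, 0.16 to 0.41 for ribosomal proteins and -0.66 to 0.21 for the interferon response. The mapped ratio as a covariate brought them to 0.27, 0.32, 0.59, 0.67, 0.12 and -0.36, in this order. Of the 33 pathway lists, 4 were called higher and 3 lower, and of the 8 cell type lists 2 were called higher; with an estimated correlation, and by fry, which asks whether the genes of a list move one way, the counts were 0. Without normal replicate 1 the pathway lists called higher were 9 and the cell type lists called higher 1. The pathway lists called lower were 5 without normal replicate 2 and 5 without normal replicate 3, and the cell type lists called higher were 4 without IUGR replicate 2 and 4 without IUGR replicate 3, while 1 was called lower without normal replicate 2. CENPE ranged from 0.94 to 1.75 with 1 library left out, IDI1 from 1.08 to 2.30, HMGCS1 from 0.90 to 2.38, RPL31 from 0.23 to 0.75, MX2 from -0.95 to -0.18, RSAD2 from -1.45 to 0.31 and OAS1 from -1.14 to 0.025. RPL31 was at 0.10, RSAD2 at -0.96 and OAS1 at -1.04 with the mapped ratio as a covariate.

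**Figure D2:**
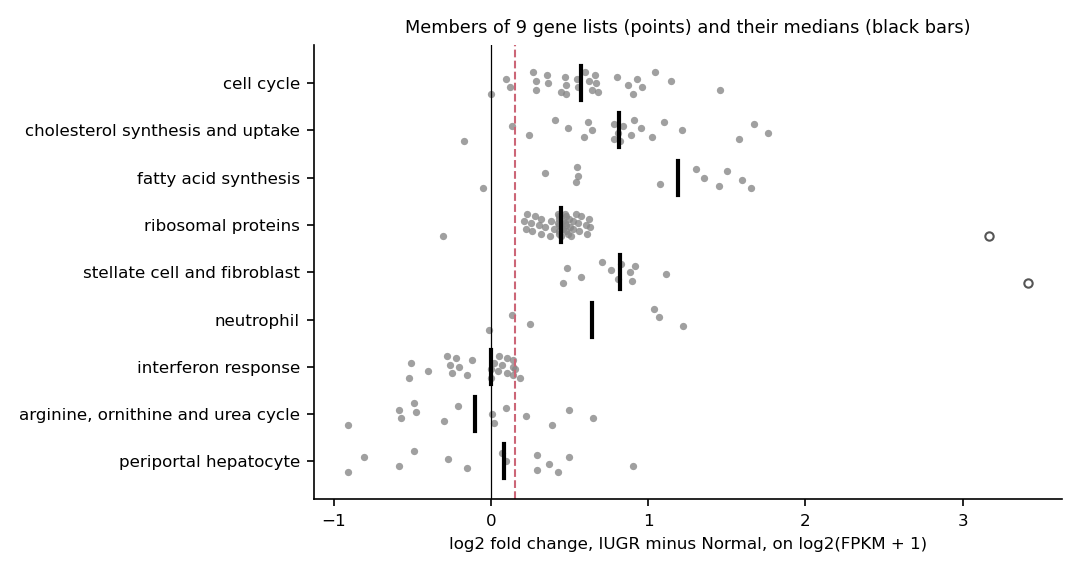
Log2 fold change, IUGR minus normal, of each measured member of 9 gene lists (points), with the list medians (black bars) and the median of all genes at 0.15 (dashed line). The cell cycle, cholesterol, fatty acid synthesis and stellate cell lists lie to the right of the dashed line, interferon response genes lie mostly to its left, a direction that turns without normal replicate 2, and open circles are loci with a failed estimate in some library.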

### Differential Expression of Genes Related to Glucose and Lipid Metabolism

The excess accumulation of endogenous glucose played a crucial and direct role in the development of hyperglycemia and glucose intolerance. In the liver, the gluconeogenesis pathway is an important metabolic pathway for endogenous glucose synthesis, which is regulated by several important rate-limiting enzymes, such as PEPCK, G6PC, PC, and FBP1 (Wolfrum et al., 2003). Previous studies have demonstrated that increased gene expression of any of these enzymes would increase hepatic glucose production and plasma glucose levels in diabetics (Wolfrum et al., 2003; Collier and Scott, 2004). As presented in **Figure 4A**, the mRNA levels of *PEPCK* (*p* < 0.05), *G6PC* (*p* < 0.01), and *PC* (*p* < 0.05) were significantly up-regulated in liver tissues from IUGR pigs. In addition, *FOXO1*, a nuclear receptor relevant to glucose metabolism, was up-regulated in IUGR animals (**Figure 4A**). This results in the promotion of hepatic gluconeogenesis by directly binding to the *PEPCK* and *G6PC* promoters (Zhang et al., 2006; Jitrapakdee, 2012). 

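PCK1, the cytosolic PEPCK that opens gluconeogenesis (ENSSSCG00000007507, chromosome 17, 65094783 to 65100751), stood at 435 ± 95 FPKM in normal and 576 ± 63.3 FPKM in IUGR pigs (SD, n = 3 pigs per group), higher in all 3 IUGR pigs. This is a log2 fold change of 0.42 (standard error 0.35, adjusted p = 0.883 from limma), or 0.27 relative to the median of all genes. The mitochondrial PEPCK, PCK2, stood at 0.34 (-0.086 with the mapped ratio as a covariate). Pyruvate carboxylase, PC, stood at 42.9 ± 8.12 and 39.9 ± 7.61 FPKM, a log2 fold change of -0.10 (-0.26 relative to all genes, adjusted p = 0.944), and turned to 0.036 without normal replicate 2, 0.036 without IUGR replicate 3 and 0.041 with the mapped ratio as a covariate. FBP1 stood at 200 ± 60.6 and 211 ± 34.2 FPKM, a log2 fold change of 0.12 that became -0.037, -0.16 and -0.18 after median, sum and quantile scaling, and -0.20 with the mapped ratio as a covariate, and -0.11 without normal replicate 2. G6PC has no locus under that symbol and was not analysed here. Of 13 measured genes of gluconeogenesis, 5 lay above and 8 below the median of all genes, from GPT2, an alanine aminotransferase, at -1.66 to FBP2 at 0.86. The 1 gene that passed limma's test adjusted over the list alone was higher in IUGR pigs, and so was not GPT2. The list was not called (median -0.045 relative to all genes and -0.15 with the mapped ratio as a covariate, adjusted p = 0.399 from camera; adjusted p = 0.901 with an estimated correlation), and its test, lower in the main fit, pointed higher over all assembled loci (0.286). GPT2 was called lower without normal replicate 2 (-2.52, adjusted p = 0.00115, over all alternatives but the replicate block 0.00115 to 0.908). The paper's methods name qRT-PCR for selected genes, its text and legends do not name the assay behind Fig. 4 and Fig. 5, and the values given beside them are those of the sequenced libraries. PCK1 ranged from 0.23 to 0.54 with 1 library left out, PCK2 from 0.16 to 0.59 and GPT2 from -2.52 to -0.95.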

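FOXO1, a transcription factor of fasting metabolism (ENSSSCG00000009370, chromosome 11, 15544860 to 15688360), stood at 11.9 ± 2.48 FPKM in normal and 13.4 ± 1.58 FPKM in IUGR pigs (SD, n = 3 pigs per group). The fold change on the log2 scale was 0.18 (standard error 0.25, adjusted p = 0.898 from limma), 0.022 relative to the median of all genes, and 0.023, -0.081 and 0.0060 after median, sum and quantile scaling, and -0.021 with the mapped ratio as a covariate. From the mRNA levels of PEPCK, G6PC, PC and FOXO1 in Fig. 4A, and from reports that FOXO1 binds the promoters of PEPCK and G6PC, the paper proposes that adult IUGR pigs had a raised capacity for gluconeogenesis in the liver. FOXO1 ranged from 0.0096 to 0.29 with 1 library left out.

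**Figure D3:**
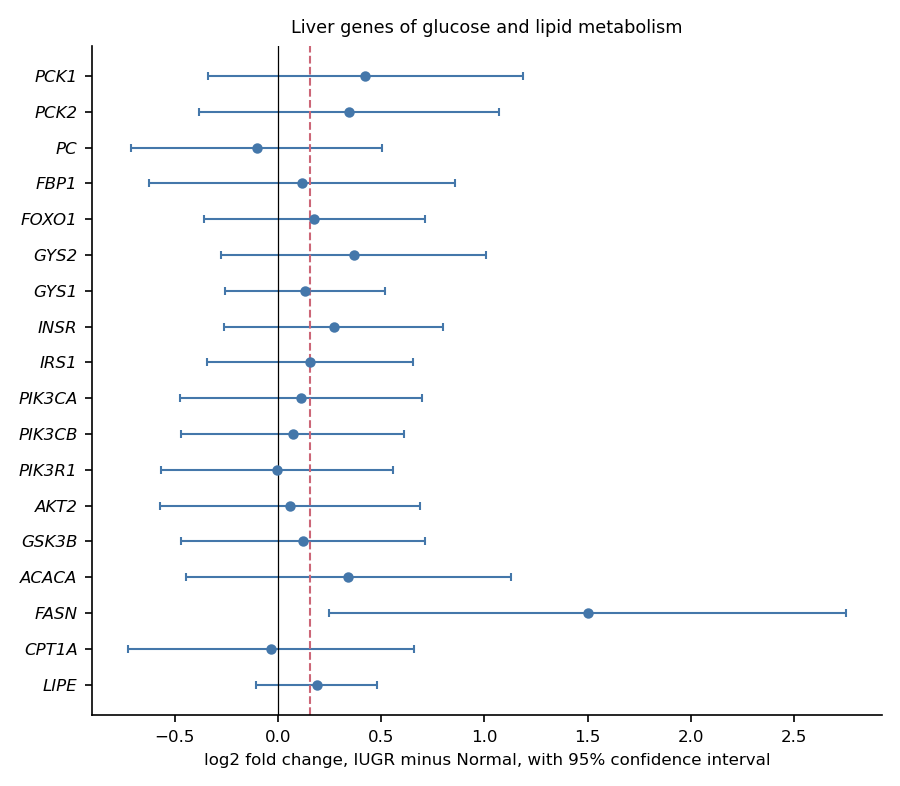
Log2 fold change, IUGR minus normal, of liver genes of glucose and lipid metabolism (points) with 95% confidence intervals (bars), and the median of all genes at 0.15 (dashed line). Of these genes FASN lies farthest from the dashed line, at 1.50, and the interval of PCK1 includes 0, as do those of PC, FOXO1 and AKT2, of which AKT2 and FOXO1 change sign under a scaling of the libraries.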

Taken together, these results suggested that the capacity of hepatic gluconeogenesis is elevated in adult IUGR pigs. Glycogen synthesis in the liver is the alternate strategy through which endogenous glucose content is regulated. We observed that the expression of glycogen synthesis gene (*GYS*) was significantly decreased in IUGR pigs (**Figure 4B**), which was consistent with the observed glycogen levels in livers of IUGR pigs (**Figure 1C**). 

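GYS2, the glycogen synthase of the liver (ENSSSCG00000000577, chromosome 5, 55138959 to 55191703), stood at 125 ± 16.7 FPKM in normal and 160 ± 5.43 FPKM in IUGR pigs (SD, n = 3 pigs per group), higher in all 3 IUGR pigs. That gives a log2 fold change of 0.37 (standard error 0.30, adjusted p = 0.881 from limma), 0.21 relative to the median of all genes. GYS1, the muscle form, stood at 1.66 ± 0.344 and 1.90 ± 0.218 FPKM, a log2 fold change of 0.13 (-0.022, -0.052 and -0.014 after median, sum and quantile scaling, and -0.030 with the mapped ratio as a covariate). PPP1R3B, which brings a phosphatase to glycogen, had the largest change among 9 measured genes of glycogen synthesis, at 1.02, and 1 gene passed limma's test adjusted over the list alone. 5 genes lay above and 4 below the median of all genes, and the list was not called (median 0.14 relative to all genes and -0.079 with the mapped ratio as a covariate, adjusted p = 0.228 from camera; adjusted p = 0.901 with an estimated correlation). Among 7 measured genes of glycogen breakdown, PGM2 stood at 0.90, the lysosomal glucosidase GAA at 0.86 and the liver phosphorylase PYGL at 0.44. Of these, 2 passed when adjusted over the list alone, and 5 lay above the median of all genes (list median 0.29 relative to it and 0.087 with the mapped ratio as a covariate, adjusted p = 0.142; adjusted p = 0.901 with an estimated correlation). The breakdown list was called higher without normal replicate 1 (adjusted p = 0.0439), after median (0.0439) and sum scaling (0.0385) and over all assembled loci (0.0121), within 0.0121 to 0.367 over all alternatives but the replicate block. Over all assembled loci the synthesis list was called higher too (0.0145, range 0.0145 to 0.590 over the same alternatives), and PPP1R3B was called without normal replicate 1 (adjusted p = 0.0498, range 0.0498 to 0.833 over them). GYS1 ranged from 0.031 to 0.22 with 1 library left out and PYGL from 0.22 to 0.76. GAA was at 0.57 and PYGL at 0.043 with the mapped ratio as a covariate.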

The skeletal muscle was another important tissue participating in the regulation of glucose metabolism, which could dispose of approximately 70–80% of postprandial glucose (Krook et al., 2000). *GLUT4* is considered to be the rate-limiting step of insulin-induced glucose uptake into the muscle (Krook et al., 2000). Previous studies have reported that defection of *GLUT4* could induce severe glucose tolerance (Kim et al., 2001), whereas overexpression of *GLUT4* would be expected to improve insulin sensitivity (Leturque et al., 1996). As expected, our results indicated that *GLUT4* expression in muscle tissue was significantly decreased in IUGR pigs (**Figure 4C**), which also agreed with the reduced glycogen content in muscle (**Figure 4D**). Overall, these outcomes contributed to hyperglycemia and glucose intolerance observed in adult IUGR pigs.

**FIGURE 4:**
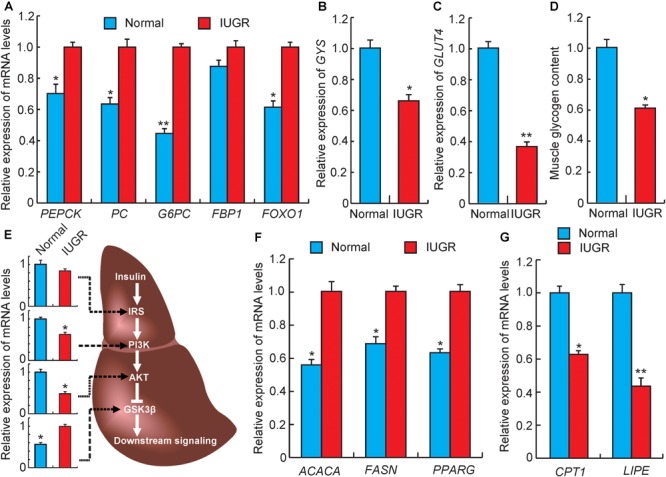
Gene expression related to glucose and lipid metabolism. **(A)** The expression levels of gluconeogenesis rate-limiting enzymes genes in livers. *PEPCK*, phosphoenolpyruvate carboxykinase; *PC*, pyruvate carboxylase; *G6PC*, glucose-6-phosphatase; FBP1, fructose-1,6-bisphosphatase 1; *FOXO1*, forkhead box O1. **(B)** The expression levels of glycogen synthesis gene (GYS) in livers. **(C)** The expression levels of glucose transporter gene (GLUT4) in muscles. **(D)** The glycogen levels in muscles. **(E)** The expression levels of genes related to insulin signaling in livers. *IRS*, insulin receptor substrate; *PI3K*, phosphatidylinositol 3-kinase; *AKT*, serine/threonine protein kinases; GSK3β, glycogen synthase kinase 3 beta. **(F)** The expression levels of fatty acid synthesis genes in livers. *ACACA*, acetyl-CoA carboxylase alpha; *FASN*, fatty acid synthase. **(G)** The expression levels of fatty acid oxidation genes in livers. *CPT1*, diacylglycerol cholinephosphotransferase; *LIPE*, lipase, hormone sensitive; *PPARG*, peroxisome proliferator activated receptor gamma. Data are means ± SD. Statistical significance was calculated by one-way repeated-measures analysis of variance (*n* = 3 per individual). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

Insulin signaling is the major pathway to regulate glucose homeostasis, which is regulated by coordinating several important metabolic processes including glucose uptake, glycolysis, glucose oxidation, glycogen synthesis, and lipid synthesis and degradation in the liver (Saltiel and Kahn, 2001). The IRS–PI3K–AKT signaling cascade is the major insulin signaling pathway. Knockdown of expressions of those proteins would be expected to enhance gluconeogenesis and impair glycogen synthesis (Saltiel and Kahn, 2001). As expected, we observed that the mRNA levels of *PI3K* and *AKT* were decreased in livers from IUGR pigs (**Figure 4E**). Consequently, the decreased expression of *AKT* may further target *GSK3*β and activate its expression (Rommel et al., 2001), which would result in increased expression of gluconeogenic genes (such as *FOXO1*), accompanied by the promotion of gluconeogenesis and the impairment of glycogen synthesis (Sakamaki et al., 2012). This is similar to a previous study, which reported that maternal protein restriction would reduce the expression of insulin signaling proteins and lead to hyperinsulinemia in 21-month-old female rats (Fernandez-Twinn et al., 2005). Furthermore, insulin signaling was also involved in lipid metabolism, and a previous study has reported that the process of gluconeogenesis is correlated with increased fatty acid synthesis (Saltiel and Kahn, 2001). 

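AKT2, the main insulin-regulated AKT of the liver (ENSSSCG00000002989, chromosome 6, 44330107 to 44378138), stood at 20.2 ± 7.30 FPKM in normal and 20.2 ± 2.23 FPKM in IUGR pigs (SD, n = 3 pigs per group). The log2 fold change of AKT2 was 0.060 (standard error 0.29, adjusted p = 0.968 from limma), -0.092, -0.20 and -0.13 after median, sum and quantile scaling, and -0.30 with the mapped ratio as a covariate, and -0.21 without normal replicate 3 and -0.0087 without IUGR replicate 2. AKT1 has no locus under that symbol and was not analysed here. Among the catalytic subunits of PI3K, PIK3CA stood at 11.8 ± 4.20 and 12.4 ± 1.66 FPKM, a log2 fold change of 0.11 (-0.043, -0.15 and -0.049 after median, sum and quantile scaling, and -0.24 with the mapped ratio as a covariate). PIK3CB was at 0.072 (-0.081, -0.18 and -0.10 after median, sum and quantile scaling, and -0.049 with the mapped ratio as a covariate) and PIK3CD at -0.0084. The regulatory subunits PIK3R1 and PIK3R2 stood at -0.0028 and -0.048. IRS1, the receptor substrate, stood at 5.34 ± 1.50 and 5.93 ± 0.386 FPKM, a log2 fold change of 0.15 (0.0011, -0.080 and -0.0031 after median, sum and quantile scaling, and -0.0080 with the mapped ratio as a covariate). IRS2 has no locus under that symbol. Relative to the median of all genes the PI3K subunits lay between -0.20 and -0.044, where the standard error of PIK3CA was 0.27. Single libraries set the sign of these small values: without normal replicate 2 PIK3CA was -0.053, PIK3CB -0.15 and PIK3R1 0.12. Without normal replicate 1 PIK3CD was 0.032 and PIK3R1 0.15, without IUGR replicate 1 PIK3R1 was 0.025, and without IUGR replicate 3 PIK3CD was 0.0058, PIK3R1 0.094 and PIK3R2 0.035. IRS1 ranged from 0.030 to 0.34 with 1 library left out.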

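GSK3B, the kinase that phosphorylates and slows glycogen synthase (ENSSSCG00000011889, chromosome 13, 149430807 to 149704602), stood at 24.8 ± 6.35 FPKM in normal and 26.7 ± 4.09 FPKM in IUGR pigs (SD, n = 3 pigs per group). On the log2 scale GSK3B differed by 0.12 (standard error 0.27, adjusted p = 0.932 from limma), -0.031 relative to the median of all genes, and -0.030, -0.14 and -0.077 after median, sum and quantile scaling, and -0.14 with the mapped ratio as a covariate. It was -0.027 without normal replicate 3.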

Nebendahl et al. (2013) reported that IUGR offsprings exhibited increased liver lipid contents than their littermates born with normal birth weights (Nebendahl et al., 2013). We also observed that IUGR pigs have higher triglyceride levels in livers than normal pigs (**Figure 1C**). The fatty acid synthesis genes (*ACACA* and *FASN*) and fat deposition gene (*PPAR*γ) were also observed to be up-regulated in livers of IUGR pigs (**Figure 4F**). However, other studies have demonstrated that increased lipogenesis in non-adipose tissues of IUGR offsprings may be attributed to impaired fatty acid oxidation capacity. Therefore, to further explore the mechanism of fatty acid oxidation in IUGR, we assessed expression patterns of genes related to lipolysis. 

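Genes of fatty acid synthesis were higher as a list in IUGR livers by camera at the preset correlation (adjusted p = 2.12e-06; adjusted p = 0.901 with an estimated correlation). FASN, the fatty acid synthase (ENSSSCG00000029944, chromosome 12, 1023477 to 1034681), stood at 47.9 ± 45.7 FPKM in normal and 114 ± 56.8 FPKM in IUGR pigs (SD, n = 3 pigs per group), a log2 fold change of 1.50 (standard error 0.58, adjusted p = 0.609 from limma; 0.20 with the mapped ratio as a covariate) with overlapping groups. ELOVL6, which lengthens palmitic acid, was at 30.3 ± 2.83 and 64.9 ± 5.79 FPKM (1.08, adjusted p = 0.269). The desaturase FADS1 had a log2 fold change of 1.45 (0.54 with the mapped ratio as a covariate). Of 12 measured genes, 11 lay above the median of all genes and 6 passed limma's test adjusted over the list alone. The list's median was 1.04 relative to all genes, 0.84 to 1.15 with 1 library left out and 0.32 with the mapped ratio as a covariate. The locus named ACACA, for acetyl-CoA carboxylase, stood at 70.0 ± 37.1 and 83.1 ± 17.7 FPKM (0.34, adjusted p = 0.894; -0.21 with the mapped ratio as a covariate). It spans chromosome 12, 40369503 to 40369727, a small part of a gene that has more than 1 locus in the table. PPARG had a mean of 0.220 FPKM, under the filter, and was not tested. Markers of stellate cells and fibroblasts had a list median of 0.66 relative to all genes in the same pigs (adjusted p = 5.51e-09 from camera; adjusted p = 0.362 with an estimated correlation; adjusted p = 0.162 by fry). FADS1 was called without IUGR replicate 1 (1.87, adjusted p = 0.0259, over all alternatives but the replicate block 0.0259 to 0.934). FASN ranged from 0.94 to 2.24 with 1 library left out and ACACA from 0.13 to 0.74.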

*CPT-1* is the rate-limiting enzyme that determines fatty acid oxidation, and *LIPE* cleaves fatty acids from intracellular triglycerides for oxidation and export (Snel et al., 2012). As shown in **Figure 4G**, the expression levels of *CPT-1* and *LIPE* were down-regulated in adult IUGR livers, suggesting that the capacity of fatty acid oxidation was decreased in livers of IUGR pigs.

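CPT1A, which carries fatty acids into mitochondria (ENSSSCG00000012880, chromosome 2, 2815220 to 2874163), stood at 49.0 ± 13 FPKM in normal and 48.1 ± 14.7 FPKM in IUGR pigs (SD, n = 3 pigs per group). The log2 fold change of CPT1A was -0.034 (standard error 0.32, adjusted p = 0.982 from limma), -0.19 relative to the median of all genes. It turned to 0.10 without normal replicate 2, 0.073 without normal replicate 3, 0.0065 without IUGR replicate 2, 0.15 without IUGR replicate 3 and 0.46 with the mapped ratio as a covariate. CPT1B, the muscle form, stood at 0.26. CHPT1, the cholinephosphotransferase that the legend of Fig. 4 names for CPT1, was at 0.21 (0.061, -0.060 and -0.12 after median, sum and quantile scaling, and -0.29 with the mapped ratio as a covariate; -0.014 without normal replicate 3). LIPE, the hormone-sensitive lipase, was close to the floor at 0.402 ± 0.115 and 0.596 ± 0.113 FPKM, higher in all 3 IUGR pigs, with a log2 fold change of 0.19 (adjusted p = 0.876). Among 29 measured genes of fatty acid oxidation and lipolysis, ACAA2, which cleaves acetyl-CoA from fatty acids, stood at 1.17. Of the list, 24 lay above and 5 below the median of all genes, and 0 passed limma's test adjusted over the list alone, with 2 higher at an unadjusted p under 0.05. It was not called (median 0.17 relative to all genes and -0.048 with the mapped ratio as a covariate, adjusted p = 0.105 from camera; adjusted p = 0.901 with an estimated correlation). The list was called higher without IUGR replicate 1 (adjusted p = 0.0190), after median (0.00620) and sum scaling (0.0168), without the filter (0.0375), over all assembled loci (7.97e-05) and with the mapped ratio as a factor (0.0447), within 7.97e-05 to 0.625 over all alternatives but the replicate block. LIPE ranged from 0.12 to 0.24 with 1 library left out. CPT1B was at 0.17 and LIPE at 0.094 with the mapped ratio as a covariate.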

### Differential Expression of Genes Related to Mitochondrial Biogenesis and Energy Metabolism

At present, IUGR suppression of mitochondrial function has been demonstrated in suckling pigs (Zhang et al., 2016, 2017), but the mechanisms resulting in this phenomenon in adults remain to be thoroughly characterized. *SIRT1* is considered to be a sensor of energy metabolism, which physically interacts with deacetylated *PGC1*α at multiple lysine sites (Cantó and Auwerx, 2009). Increasing *SIRT1* activity could modulate *PGC1*α functions *in vivo* and ultimately modulates the regulation of energy homeostasis (Lagouge et al., 2006). As shown in **Figure 5A**, the expressions of *SIRT1* and *PGC1*α were significantly down-regulated in livers of adult IUGR pigs. 

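PPARGC1A, which encodes PGC1α (ENSSSCG00000029275, scaffold GL896199.1, 11870 to 57463), was lower in all 3 IUGR pigs, at 6.38 ± 1.88 FPKM in normal and 4.36 ± 0.401 FPKM in IUGR pigs (SD, n = 3 pigs per group). Its log2 fold change was -0.43 (standard error 0.24, adjusted p = 0.811 from limma), -0.59 relative to the median of all genes. SIRT1, the deacetylase that acts on PGC1α (chromosome 14, 77053950 to 77082176), stood at 7.37 ± 1.44 and 8.68 ± 0.583 FPKM, a log2 fold change of 0.22 (standard error 0.23, adjusted p = 0.892), and 0.070, -0.021 and 0.042 after median, sum and quantile scaling. PPARGC1A ranged from -0.59 to -0.24 with 1 library left out and SIRT1 from 0.14 to 0.36. PPARGC1A was at -0.68 and SIRT1 at 0.10 with the mapped ratio as a covariate.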

*PGC1*α is the central regulatory factor mediating mitochondrial biogenesis and OXPHOS to promote metabolisms (LeBleu et al., 2014). To confirm the decrease in mitochondrial biogenesis in adult IUGR pigs through the *SIRT1*/*PGC1*α pathway, we assessed the activity of the PGC1α/NRF1/mtTFA pathway. It was observed that the expression of *NRF1* and *mtTFA* were both decreased in IUGR livers (**Figure 5B**). It has been well established that *NRF1* and *mtTFA* transactivate the promoters of a number of mitochondrial-related genes and up-regulate mtDNA contents (May-Panloup et al., 2005). 

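NRF1, a transcription factor of mitochondrial genes (ENSSSCG00000016566, chromosome 18, 20056796 to 20103181), stood at 1.35 ± 0.279 FPKM in normal and 1.51 ± 0.0724 FPKM in IUGR pigs (SD, n = 3 pigs per group). Its log2 fold change was 0.11 (standard error 0.17, adjusted p = 0.905 from limma), and -0.047, -0.063 and -0.036 after median, sum and quantile scaling, and -0.0100 with the mapped ratio as a covariate. TFAM, the mtTFA of the paper, which packs and transcribes mitochondrial DNA, stood at 23.4 ± 5.37 and 31.7 ± 7.28 FPKM, a log2 fold change of 0.42 (adjusted p = 0.862), on a short locus (chromosome 14, 100777165 to 100777856). Of 14 measured genes of mitochondrial biogenesis, 5 lay above and 9 below the median of all genes, from PPARGC1A at the lower end to TFAM at the upper. The list was not called (median -0.073 relative to all genes, adjusted p = 0.399 from camera; adjusted p = 0.901 with an estimated correlation), and 0 genes passed limma's test adjusted over the list alone or had an unadjusted p under 0.05. Camera's direction, lower in the main fit, was higher over all assembled loci (0.283). NRF1 ranged from 0.051 to 0.20 with 1 library left out and TFAM from 0.24 to 0.62. TFAM was at 0.042 with the mapped ratio as a covariate.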

To further verify the decrease in mtDNA in adult IUGR pigs (**Figure 1E**), we measured randomly selected mitochondrial coding genes (Shen et al., 2016). 

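Transcripts of the mitochondrial genome differed between the groups by less than the spread between pigs. ND3, a subunit of complex I (the mitochondrial genome, 10653 to 10998), stood at 3044 ± 2010 FPKM in normal and 3120 ± 545 FPKM in IUGR pigs (SD, n = 3 pigs per group), a log2 fold change of 0.21 (standard error 0.50, adjusted p = 0.935 from limma), and 0.060, -0.062 and -0.16 after median, sum and quantile scaling, and -0.46 with the mapped ratio as a covariate. COX2 stood at 12174 ± 7245 and 13372 ± 1043 FPKM (0.29, adjusted p = 0.917; -0.16 with the mapped ratio as a covariate). ATP6, in a locus joined with ATP8 and COX3, had a log2 fold change of 0.29 (adjusted p = 0.918). ND5 stood at 922 ± 340 and 877 ± 242 FPKM (-0.036). Of 10 measured mitochondrially encoded genes, 6 lay above and 4 below the median of all genes. The list's median was 0.040 relative to all genes while camera's test pointed lower, with no call (adjusted p = 0.432; adjusted p = 0.901 with an estimated correlation), and 0 genes passed limma's test adjusted over the list alone or had an unadjusted p under 0.05. Without normal replicate 3 ND3 was -0.11, and ND5 was 0.22 without normal replicate 1, 0.00063 without normal replicate 3, 0.074 without IUGR replicate 2 and 0.070 without IUGR replicate 3. The list's test pointed higher over all assembled loci (0.317), after median scaling (0.998) and without normal replicate 1 (0.937) (adjusted p in parentheses, over all alternatives but the replicate block 0.164 to 0.998). COX2 ranged from 0.052 to 0.74 with 1 library left out and ATP6 from 0.026 to 0.62. ATP6 was at 0.083 with the mapped ratio as a covariate.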

As presented in **Figure 5C**, the expressions of *ND3, COX2*, and *ATP6* mRNAs were significantly decreased in livers of adult IUGR pigs (*p* < 0.05). These results suggest that the capacity of mitochondrial biogenesis is diminished in livers of adult IUGR pigs. The major mitochondrial function was affecting the efficiency of the electron movement through the electron transport chain and its coupling to OXPHOS to produce ATP. Therefore, to explore whether damaged mitochondrial biogenesis influenced the process of OXPHOS, we assessed the expressions of genes related to electron transport chain complexes (Pospisilik et al., 2007). We observed that most of these genes were down-regulated in IUGR livers (**Figure 5D**). 

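Subunit genes of the electron transport chain lay mostly above the median of all genes in IUGR pigs, without a call. NDUFS6 stood at 26.5 ± 7.95 FPKM in normal and 37.6 ± 6.18 FPKM in IUGR pigs (SD, n = 3 pigs per group), a log2 fold change of 0.52 (standard error 0.29, adjusted p = 0.825 from limma). NDUFS3 stood at 28.6 ± 11.8 and 34.9 ± 8.77 FPKM (0.32; -0.20 with the mapped ratio as a covariate). NDUFB6 was at 28.3 ± 10.1 and 33.9 ± 7.84 FPKM (0.28; -0.16 with the mapped ratio as a covariate). NDUFA1 was at 20.4 ± 9.80 and 22.8 ± 4.96 FPKM (0.23; 0.077, -0.030 and 0.041 after median, sum and quantile scaling, and -0.30 with the mapped ratio as a covariate). Of 34 measured nuclear genes of complex I, 29 lay above the median of all genes, with NDUFC2 at 0.71 (-0.042 with the mapped ratio as a covariate) and a list median of 0.16 relative to it, -0.13 with the mapped ratio as a covariate (in the main fit adjusted p = 0.140 from camera; adjusted p = 0.901 with an estimated correlation). Of 22 genes of complexes II to IV, 17 lay above it, with COX4I1 at 1.35 (0.51 with the mapped ratio as a covariate) and a list median of 0.22 relative to it, -0.14 with the mapped ratio as a covariate (in the main fit adjusted p = 0.399; adjusted p = 0.901 with an estimated correlation). In both lists 0 genes passed limma's test adjusted over the list alone, and at an unadjusted p under 0.05 COX4I1 was the 1 gene. The list of complex I was called higher without normal replicate 1 (adjusted p = 4.05e-04), without IUGR replicate 1 (0.0147), after median (0.00397), sum (0.0320) and quantile scaling (0.0105) and over all assembled loci (9.33e-05), and pointed lower with the mapped ratio as a covariate (0.0932), within 9.33e-05 to 0.505 over all alternatives but the replicate block. The list of complexes II to IV was called higher without normal replicate 1 (0.00152) and over all assembled loci (0.00453) and lower with the mapped ratio as a covariate (0.0393), and pointed lower with it as a factor (0.965), within 0.00152 to 0.965 over the same alternatives. COX4I1 was called without normal replicate 1 (2.06, adjusted p = 0.0312, over all alternatives but the replicate block 0.0312 to 1.00). NDUFS6 ranged from 0.29 to 0.72 with 1 library left out, NDUFS3 from 0.15 to 0.63, NDUFB6 from 0.12 to 0.55, NDUFA1 from 0.0095 to 0.58 and NDUFC2 from 0.47 to 1.11. NDUFS6 was at 0.14 with the mapped ratio as a covariate.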

The low efficiency of the electron transport chain in IUGR pigs resulted in decreased ATP production, which could be inferred through the increase in the AMP/ATP ratio (**Figure 5E**). The observed effect is consistent with the decreased expressions of ATP synthesis genes (*ATP5A1* and *ATP5B*) in livers of adult IUGR pigs (**Figure 5F**). These findings are corroborated by a previous report that the capacity of hepatic mitochondrial biogenesis and energy metabolism is decreased in weanling pigs (Su et al., 2017). 

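ATP5B, the catalytic beta subunit of ATP synthase (ENSSSCG00000000405, chromosome 5, 23659084 to 23666696), stood at 186 ± 82.2 FPKM in normal and 274 ± 61.6 FPKM in IUGR pigs (SD, n = 3 pigs per group), a log2 fold change of 0.62 (standard error 0.38, adjusted p = 0.842 from limma; 0.074 with the mapped ratio as a covariate). ATP5A1, the alpha subunit, stood at 205 ± 84.6 and 232 ± 40.0 FPKM, a log2 fold change of 0.23 (adjusted p = 0.904; 0.082, -0.039 and -0.080 after median, sum and quantile scaling, and -0.23 with the mapped ratio as a covariate). Of 11 measured ATP synthase genes, 10 lay above the median of all genes, with a list median of 0.16 relative to it, and -0.14 with the mapped ratio as a covariate. The list was not called (adjusted p = 0.432 from camera; adjusted p = 0.901 with an estimated correlation), and 0 genes passed limma's test adjusted over the list alone or had an unadjusted p under 0.05. It was called higher without normal replicate 1 (adjusted p = 0.0245) and over all assembled loci (0.0264), and pointed lower with the mapped ratio as a covariate (0.0988) and with the mapped ratio as a factor (0.965), within 0.0245 to 0.965 over all alternatives but the replicate block. ATP5B ranged from 0.41 to 0.96 with 1 library left out and ATP5A1 from 0.075 to 0.55.

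**Figure D4:**
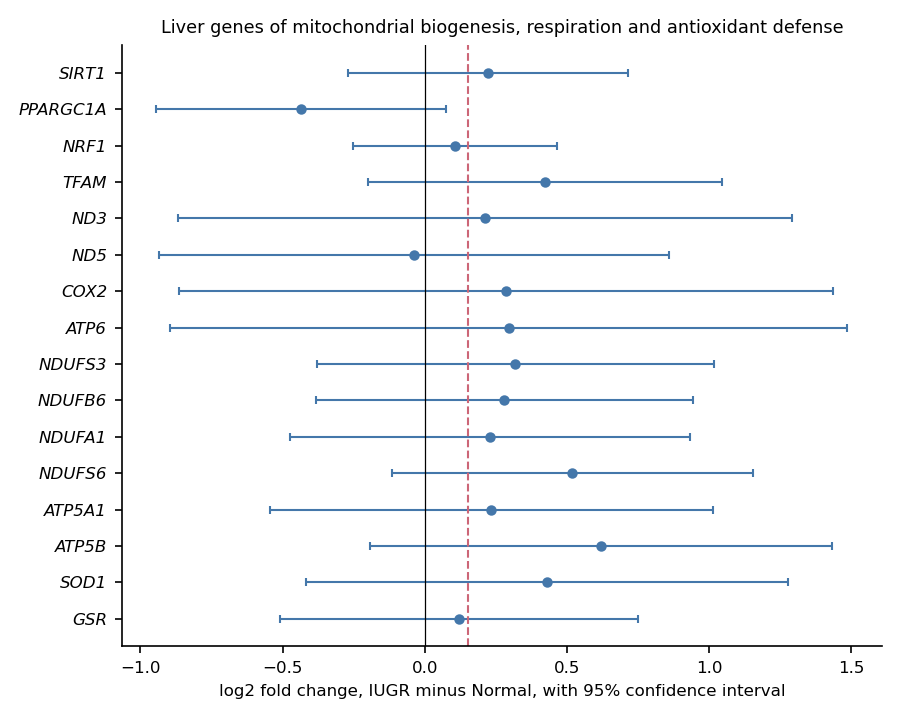
Log2 fold change, IUGR minus normal, of liver genes of mitochondrial biogenesis, respiration and antioxidant defense (points) with 95% confidence intervals (bars), and the median of all genes at 0.15 (dashed line). PPARGC1A lies lowest, at -0.43, and ATP5B highest, at 0.62, and SIRT1, NRF1, ND3, NDUFA1, ATP5A1 and GSR change sign under a scaling of the libraries.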

All these results implied that IUGR would damage hepatic mitochondrial biogenesis and OXPHOS in adult pigs.

**FIGURE 5:**
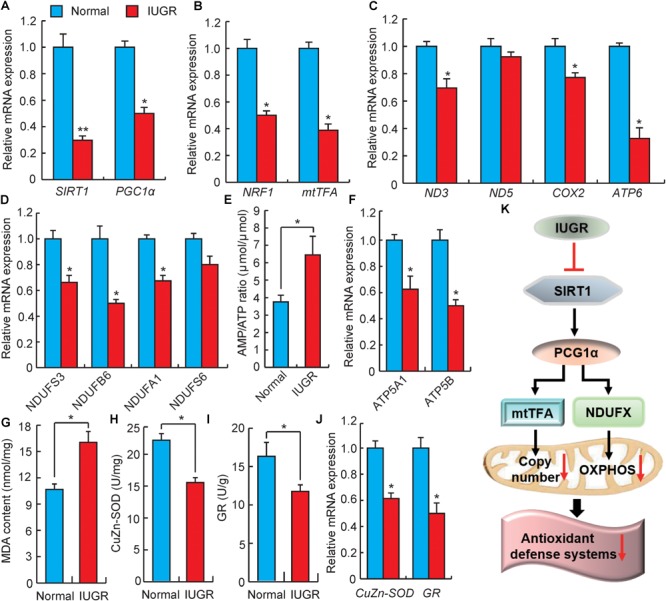
Analysis of genes involved in mitochondrial biogenesis and energy metabolism. **(A)** DEGs involved in energy homeostasis. *SIRT1*, sirtuin 1; *PGC1*α, PPAR coactivator 1 alpha. **(B)** Expression levels of mitochondrial biogenesis related genes. *NRF1*, nuclear respiratory factor 1; *mtTFA*, transcription factor A, mitochondrial. **(C)** The relative expression levels of mitochondrial genomic genes. *ND3*, NADH dehydrogenase subunit 3; *ND5*, NADH dehydrogenase subunit 5; *COX2*, cytochrome c oxidase subunit II; *ATP6*, ATP synthase F0 subunit 6. **(D)** The expression levels of genes associated with the electron transport chain. *NDUF*, NADH:ubiquinone oxidoreductase subunit. **(E)** The ratio of AMP/ATP in livers. **(F)** The expression levels of ATP synthesis genes. *ATP5A1*, ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit 1; *ATP5B*, ATP synthase, H+ transporting, mitochondrial F1 complex, beta polypeptide. **(G)** The contents of malondialdehyde (MDA) in livers. **(H)** The activity of CuZn-SOD in livers. **(I)** The activity of GR in livers. **(J)** The relative expressions of CuZn-SOD and GR genes. *CuZn-SOD*, Superoxide dismutase 1; *GR*, glutathione reductase. **(K)** Possible pathways of IUGR mediation of hepatic energy metabolism and oxidative stress in adulthood. Data are means ± SD. Statistical significance was calculated by one-way repeated-measures analysis of variance (*n* = 3 per individual). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

Previous studies have reported that dysfunctional mitochondria in IUGR can increase superoxide radical metabolites, which may lead to the development of oxidative stress (Biri et al., 2007). MDA would then accumulate in mitochondria, whereas the production of superoxide radicals increased in mitochondria (Che et al., 2015). The high content of MDA in IUGR livers suggested that adult IUGR livers produced excessive oxidative species (**Figure 5G**). This is in agreement with a previous report in which the antioxidative abilities in neonatal and adult IUGR mice livers were damaged (Gao et al., 2016). Interestingly, CuZn-SOD and GR were regarded as antioxidant enzymes, which would eliminate reactive oxygen species (ROS) (Yang et al., 2013). Here, the reduced activity of CuZn-SOD and GR in livers of adult IUGR pigs suggested the excessive production of free radicals, exhausting the antioxidant enzymes within the cells (**Figures 5H,I**). This was consistent with the reduced expressions of *CuZn-SOD* and *GR* mRNA in the IUGR animals (**Figure 5J**). These data suggested that the adult IUGR body possessed an oxidative status in the liver. This observation is consistent with the findings of a previous report, which showed that adult growth-restricted offsprings would exhibit increased oxidative stress and decreased antioxidant activity in a mouse model (Ojeda et al., 2012). Therefore, all these data indicate a possible mechanism of IUGR influenced hepatic energy metabolism and oxidative stress in adults, as presented in **Figure 5K**.

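SOD1, the CuZn-SOD (ENSSSCG00000021355, chromosome 13, 205620986 to 205629933), stood at 712 ± 237 FPKM in normal and 942 ± 201 FPKM in IUGR pigs (SD, n = 3 pigs per group). Its log2 fold change was 0.43 (standard error 0.39, adjusted p = 0.886 from limma), 0.28 relative to the median of all genes and -0.0037 with the mapped ratio as a covariate. GSR, the glutathione reductase GR (chromosome 15, 61755045 to 61920689), stood at 37.1 ± 11.3 and 39.6 ± 5.82 FPKM, a log2 fold change of 0.12 (standard error 0.29, adjusted p = 0.936), -0.032, -0.15 and -0.087 after median, sum and quantile scaling, and -0.22 with the mapped ratio as a covariate, and -0.011 without normal replicate 3. Among 24 measured genes of antioxidant defense, GSS and GCLC, enzymes of glutathione synthesis, stood at 0.84 (0.17 with the mapped ratio as a covariate) and 0.63, NQO1, a quinone reductase, at 0.66 and NFE2L2, the transcription factor that drives these genes, at 0.42. 16 genes lay above and 8 below the median of all genes, and 0 passed limma's test adjusted over the list alone, with 1 higher at an unadjusted p under 0.05. The list was not called (median 0.094 relative to all genes and -0.036 with the mapped ratio as a covariate, adjusted p = 0.515 from camera; adjusted p = 0.913 with an estimated correlation), was called higher over all assembled loci (adjusted p = 0.00429) and pointed lower with the mapped ratio as a covariate (0.439) and without normal replicate 2 (0.809), within 0.00429 to 0.809 over all alternatives but the replicate block. SOD1 ranged from 0.28 to 0.69 with 1 library left out and NQO1 from 0.36 to 1.19. GCLC was at 0.23, NQO1 at -0.094 and NFE2L2 at 0.14 with the mapped ratio as a covariate.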

## Conclusion

In summary, this study provided a transcriptomic analysis between adult normal and IUGR pigs. We identified numerous DEGs, which are potentially associated with oxidoreductase activity, ATPase activity, amino catabolic processes, type 2 diabetes mellitus, and insulin signaling pathways. The expression pattern of DEGs suggested that adult IUGR pigs exhibited strong gluconeogenic activities but a low capacity for fatty acid oxidation, mitochondrial biogenesis, and OXPHOS. This study should serve as a valuable resource for further study of IUGR metabolic syndrome.

## Accession Codes

All the high-throughput sequencing data have been deposited in NCBI’s Gene Expression Omnibus under GEO Series accession numbers GSE106512.

## Author Contributions

LS, SZ, and LZ conceived and designed the experiments and drafted the manuscript. ML and LS performed the data analysis. SZ, JM, YJ, ML, JW, XL, LC, and GT collected the samples, performed the statistical analysis, and prepared nucleic acids. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://david.ncifcrf.gov/

# Supplementary material for: Transcriptome Analyses Reveal Adult Metabolic Syndrome With Intrauterine Growth Restriction in Pig Models
**Source:** Front Genet. 2018 Aug 15;9:291. doi: 10.3389/fgene.2018.00291
**Supplement:** Supplementary file 1

Supplementary Material

Transcriptome analyses reveal metabolic syndrome of adulthood with intrauterine growth restriction in a pig model

Linyuan Shen, Mailin Gan, Shunhua Zhang, Jideng Ma, Guoqing Tang, Yanzhi Jiang, Mingzhou Li, Jinyong Wang, Xuewei Li, Lianqiang Che, & Li Zhu

**Supplementary Table S1. Fornula milk**

| Ingredients | Percent(%) |
| --- | --- |
| Whole milk powder | 58.00 |
| Whey protein concentrate | 25.00 |
| Casein | 5.70 |
| Coconut oil | 10.00 |
| CaH2PO4 (22%P) | 0.10 |
| Choline chloride | 0.10 |
| Vitamin mixture^1^ | 0.10 |
| Mineral mixture^2^ | 0.50 |
| L-Arg | 0.06 |
| DL-Met | 0.06 |
| L-Lys.HCl | 0.30 |
| L-Thr | 0.03 |
| L-Trp | 0.05 |
| Total | 100.00 |
| Nutrient content^3^ | Content |
| Crude protein, % | 25.30 |
| Digestible energy, MJ/kg | 18.39 |
| Calcium, % | 1.02 |
| Total phosphorus, % | 0.81 |
| Available phosphorus, % | 0.67 |
| Digestive-Lysine, % | 1.93 |
| Digestive -Methionine, % | 0.63 |
| Digestive -Arginine, % | 0.86 |

Note 1: Contents per kg of diet: vitamin A, 0.94 mg; vitamin E, 20 mg; vitamin D3,10 μg; vitamin B1, 1.50 mg; vitamin B2, 5 mg; vitamin B6, 2 mg; vitamin B12, 40 μg; vitamin K3, 1 mg; folic acid, 1.50 mg; nicottinic acid, 20 mg; pantothenic acid, 15 mg; biotin, 0.1 mg. Note 2: contents per kg of diet: Zn, 90 mg; Mn, 4.0 mg; Fe, 90 mg; Cu, 6.0 mg; Se, 0.3 mg; I, 0.2 mg. Note 3: Nutrient levels were calculated values.

**Supplementary Table S2. Ingredient composition and nutrient levels of expreimental diets (as fed basis,%)**

| **Ingredients** | **7-11kg** | **11-25kg** | **25-50kg** | **50-75kg** | **75-100kg** |
| --- | --- | --- | --- | --- | --- |
| Corn grain | 27.19 | 35.00 | 68.57 | 75.13 | 78.03 |
| Expand corn | 25.00 | 23.68 | 0.00 | 0.00 | 0.00 |
| Soybean oil | 2.50 | 1.80 | 3.00 | 3.00 | 3.00 |
| Sucrose | 2.00 | 2.00 | 2.00 | 0.00 | 0.00 |
| Wheat bran | 0.00 | 0.00 | 3.00 | 3.00 | 5.00 |
| Whey powder | 12.00 | 7.00 | 0.00 | 0.00 | 0.00 |
| Soybean meal | 8.00 | 12.00 | 18.20 | 15.50 | 10.90 |
| Full-fat soybean | 5.00 | 8.00 | 0.00 | 0.00 | 0.00 |
| Soy protein concentrate | 5.00 | 3.00 | 0.00 | 0.00 | 0.00 |
| Whole milk powder | 3.00 | 0.00 | 0.00 | 0.00 | 0.00 |
| Fishmeal (CP 62.5 %) | 4.00 | 3.00 | 2.00 | 0.00 | 0.00 |
| Plasma protein powder | 3.00 | 1.00 | 0.00 | 0.00 | 0.00 |
| L-Lys·Hcl | 0.45 | 0.46 | 0.42 | 0.44 | 0.40 |
| DL-Met | 0.15 | 0.16 | 0.14 | 0.12 | 0.10 |
| L-Thr | 0.15 | 0.16 | 0.14 | 0.15 | 0.14 |
| L-Try | 0.01 | 0.02 | 0.03 | 0.03 | 0.03 |
| Choline chloride 50% | 0.15 | 0.10 | 0.10 | 0.10 | 0.10 |
| CaCO3 | 1.00 | 0.92 | 0.90 | 0.89 | 0.80 |
| CaHPO4 | 0.10 | 0.40 | 0.70 | 0.84 | 0.70 |
| NaCl | 0.30 | 0.30 | 0.30 | 0.30 | 0.30 |
| Premix^1^ | 1.00 | 1.00 | 0.50 | 0.50 | 0.50 |
| Total | 100.00 | 100.00 | 100.00 | 100.00 | 100.00 |
| **Nutrient levels^2^** |  |  |  |  |  |
| DE（Kcal/kg） | 3.58 | 3.48 | 3.39 | 3.40 | 3.39 |
| CP（%） | 19.55 | 18.35 | 15.68 | 13.73 | 12.18 |
| Ca（%） | 0.79 | 0.71 | 0.66 | 0.59 | 0.52 |
| STTD P（%） | 0.39 | 0.34 | 0.31 | 0.27 | 0.25 |
| SID Lys（%） | 1.36 | 1.23 | 0.98 | 0.85 | 0.73 |
| SID Met+cys（%） | 0.74 | 0.69 | 0.55 | 0.55 | 0.42 |
| SID Thr（%） | 0.80 | 0.73 | 0.58 | 0.52 | 0.46 |
| SID Trp（%） | 0.22 | 0.20 | 0.17 | 0.15 | 0.13 |

Note 1: Contents per kg of diet for 7-25 kg BW Period: Fe, 150 mg; Cu, 195 mg; Zn, 150 mg; Mn, 30 mg; I, 0.3 mg; Se, 0.3 mg; vitamin A, 12000 IU; vitamin D, 3200 IU; vitamin E, 80 mg; vitamin K3, 32.50 mg; vitamin B1, 2.30 mg; vitamin B2, 6.50 mg; vitamin B6, 5 mg; vitamin B12, 50 μg; nicotinic acid, 45 mg; pantothenic acid, 20 mg, folic acid, 1.50 mg; biotin, 0.15 mg; enzyme preparation and preservatives. Contents per kg of diet for 7-25 kg BW Period: Fe, 120 mg; Cu, 17 mg; Zn, 100 mg; Mn, 25 mg; I, 0.3 mg; Se, 0.2 mg; vitamin A, 5512 IU; vitamin D, 2250 IU; vitamin E, 24 mg; vitamin K3, 3 mg; vitamin B2, 6 mg; vitamin B6, 3 mg; vitamin B12, 24 μg;pantothenic acid, 15 mg, folic acid, 1.20 mg; biotin, 0.15 mg; enzyme preparation and preservatives. Note 2: Nutrient levels were calculated values.

**Supplementary Table S3. Information of primers used to perfrom Q-PCR**

| Gene symbol | Forword primer | Reverse primer |
| --- | --- | --- |
| *ATP6* | AAGCAAGGGTTCTCAAACTCG | CGGCGCAAACTAAACCAACTC |
| *COX2* | GCACCCCGACATAGAGAGC | CTGCGGAGTGCAGTGTTCT |
| *GCG* | GAATCAACACCATCGGTCAAAT | CTCCACCCATAGAATGCCCAGT |
| *HSD17B2* | TCTTCTCGGTGTCATGCTTCC | CAAAACTCCGGCAAATACCGT |
| *IGFBP2* | GACAATGGCGATGACCACTCA | CAGCTCCTTCATACCCGACTT |
| *HGD* | CCCGTCGTCATGGATCTCAC | GCTGACAATCTCCCTGTGGA |
| *NNMT* | GAGATCGTCGTCACTGACTACT | CACACACATAGGTCACCACTG |
| *DAO* | AATCTCGGGCTACAACCTCTT | TCAGCTTCCGAAATCCCAGAA |
| *GNMT* | CTGGGGTGGACTCCATTATGC | GATGACCCACTTGTCGAAGGC |
| *FOXO1* | GCGTGCCCTACTTCAAGGATAA | TCCCACTCTTGCCTCCCTCT |
| *GSR* | TGACTATGGCTTTCAGAGTTGTG | GCCGTGGATGATTTCTATGTG |
| *TOP2A* | CGAAATGACAAGCGAGAAGT | CTGACCAATGGGCTGTAAGA |
| *TCN1* | TCAGAGGGAACTATTCAATCA | GTCAGAGCAAGAACAGCCAC |
| *KCNIP3* | CTTCCTGTTCAATGCCTTCG | TAGCCATCCTTGTTAATGTCGTAG |
| *HAMP* | TCTCCCATCCCAGACAAGACAG | GACAGCAGCCGCAGCAGAAG |
| *TBP* | GATGGACGTTCGGTTTAGG | AGCAGCACAGTACGAGCAA |
| *TOP2B* | AACTGGATGATGCTAATGATGCT | TGGAAAAACTCCGTATCTGTCTC |

*ATP6*: ATP synthase F0 subunit 6; *COX2*: cytochrome c oxidase subunit I; *GCG*: glucagon; *HSD17B2*: hydroxysteroid 17-beta dehydrogenase 2; *IGFBP2*: insulin like growth factor binding protein 2; *HGD*: homogentisate 1,2-dioxygenase; *NNMT*: nicotinamide N-methyltransferase; *DAO*: D-amino acid oxidase; *GNMT*: glycine N-methyltransferase; *FOXO1:* forkhead box O1; *GSR:* glutathione-disulfide reductase; *TOP2A:*  DNA topoisomerase II alpha; *TCN1*: transcobalamin 1; *KCNIP3:* potassium voltage-gated channel interacting protein 3; *HAMP:* hepcidin antimicrobial peptide; *ACTB*: actin beta; *TBP*: TATA-box binding protein; *TOP2B*: DNA topoisomerase II beta.

**Supplementary Table S4. Distuibutuion of genes expression (FPKM)**

| Sample | 0-0.1 | 0.1-0.3 | 0.3-3.57 | 3.57-15 | 15-60 | >60 |
| --- | --- | --- | --- | --- | --- | --- |
| Normal-1 | 18183  (15.02%) | 17054  (14.09%) | 65447  (54.06%) | 12987  (10.73%) | 4897  (4.05%) | 2487  (2.05%) |
| Normal-2 | 15005  (12.40%) | 14286  (11.80%) | 71180  (58.80%) | 14207  (11.74%) | 4325  (3.57%) | 2052  (1.70%) |
| Normal-3 | 14361  (11.86%) | 13047  (10.78%) | 73879  (61.03%) | 13879  (11.47%) | 3989  (3.30%) | 1900  (1.57%) |
| IUGR-1 | 15329  (12.66%) | 14830  (12.25%) | 70836  (58.52%) | 13462  (11.12%) | 4455  (3.68%) | 2143  (1.77%) |
| IUGR-2 | 17844  (14.74%) | 17732  (14.65%) | 65521  (54.12%) | 12808  (10.58%) | 4766  (3.94%) | 2384  (1.97%) |
| IUGR-3 | 17283  (14.28%) | 16802  (13.88%) | 66627  (55.04%) | 13383  (11.06%) | 4614  (3.81%) | 2346  (1.94%) |

Note, FPKM: Reads Per Kilobase of exon model per Million mapped reads

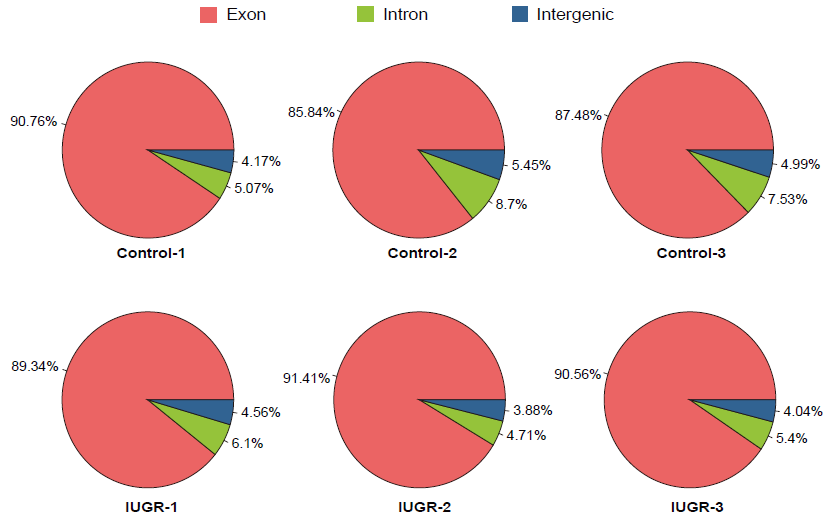

**Supplementary Figure S1. The distribution of reads in genome sites.**

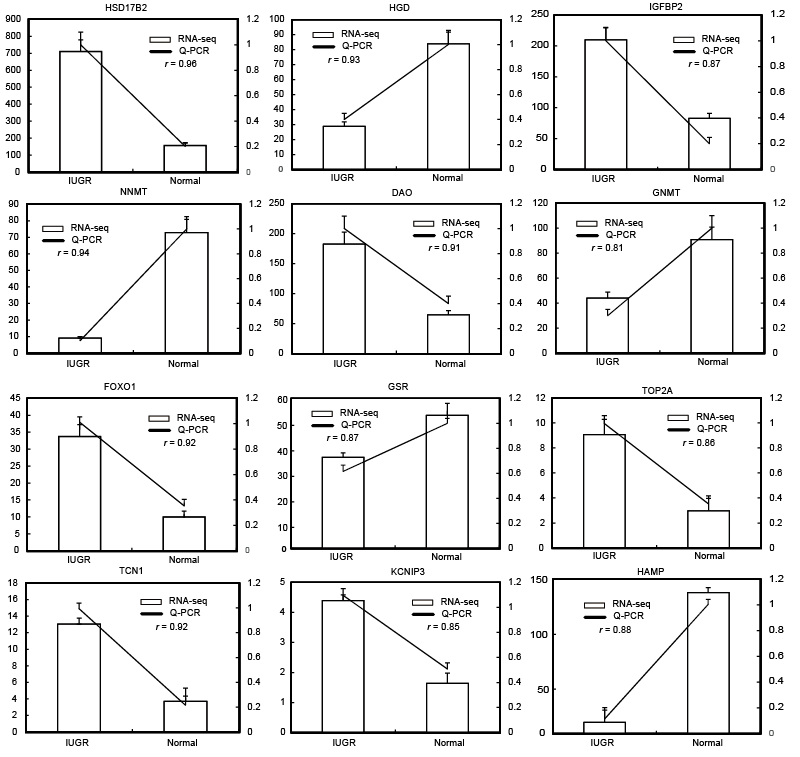

**Supplementary Figure S2. Validation of DEGs by qPCR. The *r* value represents the Pearson correlation coefficient between two methods**

How the deposited data were processed for this re-analysis (not part of the article)

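Liver RNA of 3 normal and 3 IUGR pigs aged 150 days was sequenced by the authors as 90 bp read pairs, with 1 library per pig. The authors aligned the reads with TopHat 2.0.14 and an index of Bowtie 2.0.6, assembled transcripts with Cufflinks 2.2.1 and computed FPKM with Cuffdiff 2.1.1, and they deposited these FPKM values in 1 table over all libraries, without read counts. The table has 121055 assembled loci, each with a status per library for its estimate, and a status other than OK marks 59 of them in some library. Its coordinates are those of Sscrofa10.2 and are given as the table has them. Of the 22571 loci with an Ensembl gene identifier, here called known, 14788 have a symbol in the table, 1665 took one from a table of gene names by identifier, and 6112 have none, while 355 known loci join more than 1 gene.

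All comparisons used log2(FPKM + 1) with no further scaling, over the 14727 known loci with a mean FPKM of at least 0.3 over all libraries, 33 of which have a status other than OK. IUGR and normal pigs were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment over these loci and a call at an adjusted p under 0.05. A count at the paper's thresholds takes an adjusted p under 0.01 and a log2 fold change of at least 2 in size. The edgeR 3.2 test of the paper works on read counts, which the table does not hold, and was not used here. A gene on several loci is reported from the locus with the highest mean FPKM. Known loci with an FPKM above 0 in all 3 libraries of a group were counted as expressed, and libraries were compared by Pearson's r and average linkage. The libraries with a total mapped ratio above and below 72% in Table 1 were compared with the same model, a comparison set after the part of Table S5 at hand had been seen to split this way.

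Pathway lists (33) and cell type lists (10) were tested with camera in limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of each kind with at least 5 measured genes, and beside it with an estimated correlation and with fry. A list's median is given relative to the median of all tested loci. The text names the liver genes that the paper names for mRNA, the genes with a symbol and the 10 lowest p values in each direction, and up to 4 members with the lowest p of each list described; genes outside this rule are marked. An enrichment of called genes was set to need 20 called loci and was not run. G6PC, IRS2 and AKT1 have no locus under these symbols and were not analysed here, and PPARG lies under the filter.

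The alternatives changed the pseudocount (0.1 and 0.01), the filter (none, or a mean FPKM of at least 1), the loci (all assembled loci), the scaling (same median, same sum, quantile), the variance model (no trend, or robust), the mapped ratio (as a covariate or a factor), a block by replicate number, the thresholds, and the libraries (each left out in turn). Averaging IUGR 2 with IUGR 3, leaving out loci with a status other than OK, thresholds on the fold change alone, and scaling in the comparison by mapped ratio were added after seeing the data. Mapped fragments per library, computed from the reads and ratios of Table 1, were 65.7, 65.5 and 65 × 1e6 in normal and 74.4, 70 and 73 × 1e6 in IUGR pigs. Without counts, the precision of a single FPKM is unknown. The model was tested on simulated data of the same size, with each gene drawn independently and no difference shared between genes of a library. The changed genes had a mean log2(FPKM + 1) of at least 2. The model called 39% of 100 genes with a log2 change of 1, 99% of 100 genes with a change of 2 and 9 unchanged loci. With the cell cycle list raised by 0.5 it gave that list an adjusted p of 1.47e-23 and called 0 other lists by camera. Independent genes cannot test the preset correlation of 0.01, and in the real libraries that list had an estimated correlation of 0.66. Tables were read and written with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Body measures, blood values, muscle GLUT4 and enzyme activities are in no deposited table and were not used here.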

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

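The paper does not discuss 6 groups of genes whose values stand out in these libraries, and that is why they are given here. The mapped ratio as a cause of the pathway lists and the number of regroupings that call pathway lists were tested only after the result was seen.

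Cell cycle genes had a median log2 fold change of 0.57, genes of cholesterol synthesis and uptake 0.81 and ribosomal protein genes 0.45, against 0.15 for all genes. Interferon response genes had a median of 0.0023, below that of all genes. Neutrophil markers had a median of 0.64 and markers of stellate cells and fibroblasts 0.82. MX2, RSAD2 and the other interferon genes were called as a list in the real comparison and in all 9 other splits of the libraries into 3 and 3, with a lowest p of 8.83e-20 against 1.98e-04 in the real split, which points to a structure among the pigs that the groups do not follow. The stellate cell and fibroblast list was called in 5 of the other splits, the neutrophil list in 3 and the ribosomal list in 2, with a lowest p of 4.87e-07, 4.89e-08 and 8.91e-08 against 6.89e-10, 3.21e-04 and 0.00232 in the real split. The list of arginine, ornithine and the urea cycle, lower in IUGR pigs by camera, was called in 3 of the other splits, with a lowest p of 4.22e-04 against 4.64e-04 in the real split. In the main fit none of these lists was called with an estimated correlation or by fry.

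The lists of cell cycle genes, with CENPE, fatty acid synthesis genes, with ELOVL6, and cholesterol genes, with IDI1, were called higher in IUGR pigs by camera at the preset correlation, and none of the 3 was called with an estimated correlation (adjusted p = 0.901) or by fry (adjusted p = 0.798). The mapped ratio of the libraries stays open as a cause, as a whole or in part, since 2 of 3 IUGR pigs and 1 of 3 normal pigs had the higher ratio. The split by mapped ratio alone called all 3 lists higher in the libraries with the higher ratio (adjusted p = 0.0122 for the cell cycle, 0.00264 for the fatty acid synthesis and 0.00279 for the cholesterol list). With the ratio as a covariate the list medians relative to all genes fell from 0.42 to 0.27 for the cell cycle, from 1.04 to 0.32 for the fatty acid synthesis and from 0.66 to 0.32 for the cholesterol list. FASN fell from 1.50 to 0.20, SCD from 1.6 to -0.047 and HMGCS1 from 1.58 to 0.67. The highest adjusted p of the 3 lists was then 0.00456 at the preset correlation, and 0.948 for each with an estimated correlation. With the ratio as a factor the medians were 0.36, 0.76 and 0.48 (adjusted p of at most 1.31e-06 at the preset and 0.832 with an estimated correlation). Animals that differ together in these genes whatever their group stay open as well. Of the 9 other splits, 3 called the cell cycle list, 3 the fatty acid synthesis list and 3 the cholesterol list. The bars set were 5 for this explanation and 0 against it. They cannot decide, because a likeness of IUGR 2 and IUGR 3 shows only in splits that keep that pair together. The lowest p of the 9 other splits was 1.08e-16 against 7.53e-15 in the real split for the cell cycle list, 5.07e-10 against 8.98e-09 for the cholesterol list and 1.47e-04 against 1.93e-07 for the fatty acid synthesis list. An effect of IUGR itself stays open too, since no other pigs were there to test it.

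Over the 10 splits of the 6 libraries into 3 and 3, 4 called at least as many pathway lists as the real split, which called 7, and the highest other called 15. For cell type lists 9 splits called at least as many as the real split, which called 2, and the highest other called 4. With 10 splits a share under 0.05 cannot be reached. The split with 15 pathway lists is the one that follows the mapped ratio, and with that split as a factor in the model 5 pathway lists were higher and 7 lower in IUGR pigs.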

How the results depend on the processing

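Averaging IUGR 2 with IUGR 3, leaving out loci with a failed estimate, thresholds on the fold change alone and the scalings of the comparison by mapped ratio were chosen after seeing the data. For every change given here the cause was not tested, except where fewer libraries, other loci or another threshold make up the alternative itself. Over all assembled loci camera sets a list against 95962 loci with a median log2 fold change of -0.015. In the main fit it sets the list against 14727 loci with a median of 0.15. The median of the hepatocyte list was 0.083 in both, so a list can turn or be called higher by this change of reference alone.

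The lists of cell cycle genes (adjusted p 4.74e-27 to 0.00152), cholesterol genes (6.64e-12 to 0.00287), fatty acid synthesis genes (2.06e-08 to 0.00456) and stellate cell and fibroblast markers (4.73e-12 to 3.29e-06) were called higher under every alternative at the preset correlation (ranges without the replicate block), and in the main fit under neither the estimated correlation nor fry, whose lowest adjusted p were 0.901 and 0.798 over the pathway lists and 0.362 and 0.162 for the stellate cell and fibroblast markers. Over the alternatives the estimated correlation called 0 lists. By fry the stellate cell and fibroblast markers were called without normal replicate 1 (adjusted p = 0.0382), the lists of glycogen synthesis (0.0419), glycogen breakdown (3.03e-04), amino acid and ER stress (0.0419) and periportal hepatocytes (0.0313) after sum scaling, and those of glycogen breakdown (0.0409), bile acids (0.0381) and periportal hepatocytes (0.0381) after quantile scaling. Of 943 values of 41 lists under alternatives, 757 kept their direction and their side of the threshold, 79 passed it, 37 fell short of it and 70, in 27 lists, changed direction. With a call on either side 3 did: the list of complexes II to IV with the mapped ratio as a covariate (called lower, adjusted p = 0.0393, range 0.00152 to 0.965), the periportal list over all assembled loci (adjusted p = 0.868, range 0.00456 to 0.868) and the interferon list without normal replicate 2 (0.0111), whose adjusted p with 1 library left out was 1.98e-14 to 0.0465. The others had no call on either side (adjusted p in parentheses). Lists that turned over all assembled loci were gluconeogenesis (0.286), insulin signaling (0.0630), mitochondrial biogenesis (0.283), mitochondrially encoded genes (0.317), tryptophan breakdown (0.539), glycine, serine and threonine (0.386), tyrosine and branched-chain (0.346), steroid hormone (0.186), acute phase and iron (0.667), amino acid and ER stress (0.386), immediate early and heat shock (0.331), pericentral hepatocytes (0.535), hepatocytes (0.425), cholangiocytes (0.425), Kupffer cells (0.755) and T, NK and B cells (0.425). Median scaling turned mitochondrially encoded genes (0.998) and circadian clock (0.998), sum scaling steroid hormone (0.801) and circadian clock (0.952) and quantile scaling circadian clock (0.887). The mapped ratio turned glycolysis (0.314), PPAR signaling (0.924), complex I (0.0932), ATP synthase (0.0988), antioxidant defense (0.439), galactose (0.633), hepatocytes (0.845), cholangiocytes (0.845) and T, NK and B cells (0.845) as a covariate, and glycolysis (0.965), complexes II to IV (0.965) and ATP synthase (0.965) as a factor. The replicate block turned glycolysis (0.700) and galactose (0.672), and averaging IUGR 2 with IUGR 3 glycolysis (0.978) and galactose (0.958). By fry, which takes the direction against 0 and not against all genes, the lists that turned had an adjusted p of 0.864 for hepatocytes, cholangiocytes and T, NK and B cells; 0.905 for gluconeogenesis and insulin signaling; 0.940 for mitochondrial biogenesis, mitochondrially encoded genes, tryptophan breakdown, glycine, serine and threonine, tyrosine and branched-chain, steroid hormone, amino acid and ER stress, immediate early and heat shock and pericentral hepatocytes; 0.956 for acute phase and iron; 0.965 for Kupffer cells. Lists that turned with 1 library left out had these ranges: glycolysis (0.0319 to 0.933), mitochondrially encoded genes (0.164 to 0.937), antioxidant defense (0.0707 to 0.809), steroid hormone (0.141 to 0.784), galactose (0.295 to 0.984), immediate early and heat shock (0.0359 to 0.451), circadian clock (0.338 to 0.893), cholangiocytes (0.113 to 0.948) and erythroid (0.00230 to 0.787). Of 3122 values of 149 named genes, 2883 kept direction and side, 121 passed the threshold and 118, in 39 genes, changed direction.

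Loci called higher and lower in IUGR pigs, 1 and 2 by limma, numbered 3 and 1 at a pseudocount of 0.1, 1 and 1 at 0.01, 1 and 0 without the filter, 5 and 6 at a mean FPKM of at least 1, 2 and 5 over all assembled loci, 1 and 0 after median scaling, 2 and 1 after scaling to the same sum, 1 and 0 after quantile scaling, 1 and 0 without the trend, 30 and 6 with the robust variance, 2 and 4 with the mapped ratio as a covariate, 12 and 6 with IUGR 2 and IUGR 3 averaged, and 5 and 5 without loci whose estimate failed. With 1 library left out they ranged from 3 to 128 and from 1 to 30. They numbered 6 and 5 at an adjusted p under 0.1 and 883 and 117 at an unadjusted p under 0.05. At the paper's thresholds, 1 and 0, the counts were 1 and 1 at pseudocounts of 0.1 and 0.01, 1 and 3 at a mean FPKM of at least 1, 1 and 1 over all assembled loci, 2 and 0 with the robust variance, 1 and 1 with the mapped ratio as a covariate or a factor, 1 and 4 with IUGR 2 and IUGR 3 averaged, 0 and 0 without loci whose estimate failed, and 1 to 12 and 1 to 8 with 1 library left out. An unadjusted p under 0.01 with a log2 fold change of at least 2 gave 5 and 6, and 26 and 14 at a pseudocount of 0.01. An unadjusted p under 0.05 with at least 1 gave 104 and 28, and a fold change of at least 2 with no p gave 14 and 14, and 91 and 66 at a pseudocount of 0.01.

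A replicate block, which pairs a normal and an IUGR pig of the same number, gave 166 loci higher and 79 lower, 14 and 14 at the paper's thresholds, and 1 cell type list called lower, that of hepatocytes (adjusted p = 0.00222). With it the list of acute phase and iron genes was called lower (2.02e-04), and the calls of the arginine (0.0663), ribosomal (0.116) and periportal lists (0.106) were lost. The deviations of the paired pigs from their group means correlated at -0.22, -0.072 and -0.17, and no pig correlated best with the pig of its own number. The paper took 1 normal and 1 IUGR piglet from each litter without saying which libraries are littermates, so the pigs share only a number. No result rests on the block's calls, and its values are left out of the ranges over alternatives.

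Pathway lists called higher, 4, became 18 over all assembled loci, 9 after median scaling, 7 after scaling to the same sum, 0 with an estimated correlation and 0 by fry, and 3 to 9 with 1 library left out. Those called lower, 3, became 0 over all assembled loci, 1 after median scaling, 5 after quantile scaling, 9 with the mapped ratio as a covariate, 7 with it as a factor, 0 with an estimated correlation and 0 by fry, and 2 to 5 with 1 library left out. Cell type lists called higher, 2, became 4 over all assembled loci, 4 with the mapped ratio as a covariate, 4 with IUGR 2 and IUGR 3 averaged, 0 with an estimated correlation and 0 by fry, and 1 to 4 with 1 library left out. Those called lower, 0 by camera, became 1 at a mean FPKM of at least 1, 1 after scaling to the same sum, 1 after quantile scaling, 1 with the mapped ratio as a covariate, 1 with it as a factor, and 0 to 1 with 1 library left out.

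Over all assembled loci, 105179 were expressed in normal pigs, 104148 in IUGR pigs and 99568 in both. The lowest r within a group was 0.965 on the linear scale of FPKM, and 4.46% of known loci on average had an FPKM above 60. In the comparison by mapped ratio, 1730 loci were higher at a mean FPKM of at least 1, 60 higher and 6 lower with IUGR as a second factor, 2 and 2 after quantile scaling and 3 and 3 after median scaling.

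Genes near the median of all genes changed direction with the scaling. After median scaling these were FBP1 (-0.037), GYS1 (-0.022), PIK3CA (-0.043), PIK3CB (-0.081), AKT2 (-0.092), GSK3B (-0.030), NRF1 (-0.047), GSR (-0.032) and TBP (-0.056). Scaling to the same sum turned FBP1 (-0.16), FOXO1 (-0.081), GYS1 (-0.052), IRS1 (-0.080), PIK3CA (-0.15), PIK3CB (-0.18), AKT2 (-0.20), GSK3B (-0.14), CHPT1 (-0.060), SIRT1 (-0.021), NRF1 (-0.063), ND3 (-0.062), NDUFA1 (-0.030), ATP5A1 (-0.039), GSR (-0.15), ACTB (-0.091), TBP (-0.15) and TOP2B (-0.087). Quantile scaling turned FBP1 (-0.18), GYS1 (-0.014), IRS1 (-0.0031), PIK3CA (-0.049), PIK3CB (-0.10), AKT2 (-0.13), GSK3B (-0.077), CHPT1 (-0.12), NRF1 (-0.036), ND3 (-0.16), ATP5A1 (-0.080), GSR (-0.087), ACTB (-0.11), TBP (-0.074) and TOP2B (-0.012). The mapped ratio as a covariate turned PCK2 (-0.086), PC (0.041), FBP1 (-0.20), FOXO1 (-0.021), GYS1 (-0.030), IRS1 (-0.0080), PIK3CA (-0.24), PIK3CB (-0.049), AKT2 (-0.30), GSK3B (-0.14), ACACA (-0.21), CPT1A (0.46), CHPT1 (-0.29), NRF1 (-0.0100), ND3 (-0.46), COX2 (-0.16), NDUFS3 (-0.20), NDUFB6 (-0.16), NDUFA1 (-0.30), ATP5A1 (-0.23), SOD1 (-0.0037), GSR (-0.22), TCN1 (-0.064), ACTB (-0.11), TBP (-0.064), TOP2B (-0.086), SCD (-0.047), TFRC (-0.094), NQO1 (-0.094), SARDH (-0.0068), NDUFC2 (-0.042) and KYNU (-0.079), and as a factor it turned FBP1 (-0.052), PIK3CA (-0.070), PIK3CB (-0.0079), AKT2 (-0.11), GSK3B (-0.0045), CPT1A (0.20), CHPT1 (-0.021), ND3 (-0.12), NDUFA1 (-0.036) and GSR (-0.049). At a pseudocount of 0.1 and of 0.01 PIK3R1 was at 0.0097 and 0.012, and averaging IUGR 2 with IUGR 3 turned CPT1A (0.084) and ND5 (0.072). With 1 library left out, the log2 fold changes that turned ranged as follows: PC (-0.24 to 0.036), FBP1 (-0.11 to 0.33), PIK3CA (-0.053 to 0.36), PIK3CB (-0.15 to 0.23), PIK3CD (-0.031 to 0.032), PIK3R1 (-0.28 to 0.15), PIK3R2 (-0.12 to 0.035), AKT2 (-0.21 to 0.31), GSK3B (-0.027 to 0.31), CPT1A (-0.27 to 0.15), CHPT1 (-0.014 to 0.48), ND3 (-0.11 to 0.72), ND5 (-0.33 to 0.22), GSR (-0.011 to 0.35), TBP (-0.00094 to 0.24), TOP2B (-0.023 to 0.48), RSAD2 (-1.45 to 0.31) and OAS1 (-1.14 to 0.025).

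Over the 10 splits of the libraries into 3 and 3, 4 called at least as many loci as the real split, which called 3, and the highest other called 1125. These 4 splits, the real one included, keep IUGR 2 and IUGR 3 in the same group, at 3, 7, 9 and 1125 loci. Every split that parts this pair called 0. At the paper's thresholds 4 called at least the real 1, and the highest other called 6. Too few splits exist for a share under 0.05. The split with 1125 is the one by mapped ratio, far above the real count of 3, which points to a structure of the samples. With that split as a factor 1 locus was higher and 2 were lower in IUGR pigs. No depth per gene is known without read counts, which limits most the loci near the filter of 0.3 FPKM.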

Differences from the paper's values

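The paper gives 764 known transcripts higher in IUGR pigs, 558 lower and 1322 in all by edgeR at an adjusted p under 0.01 and a log2 fold change of at least 2. With limma on log2(FPKM + 1) over 14727 known loci, 1 was higher and 0 were lower at the same numbers, 1 in all. That locus had failed estimates in the normal pigs, and without loci whose estimate failed the counts were 0 and 0. The added 1 draws the fold changes of loci with a low FPKM toward 0, so a log2 fold change of 2 is not the same measure as in edgeR. With no p, a log2 fold change of at least 2 gave 14 and 14. At an unadjusted p under 0.05 with no fold change the counts were 883 and 117. At the paper's thresholds none of the alternatives set before the data were examined reached its counts. At an unadjusted p under 0.05 with no fold change, a looser threshold, the count of 883 is above the paper's 764 and that of 117 below its 558. A share of 0.05 of loci would pass this threshold by chance alone, so counts under it do not approach the paper's result. Under that threshold both counts were at or above the paper's over all assembled loci (2739 and 4310, loci outside the known ones included) and after quantile scaling (806 and 652), and the lower one alone after sum scaling (552 and 821). The higher one alone was above it at a pseudocount of 0.1 (860 and 111) and 0.01 (842 and 109), without the filter (1136 and 179), without the trend (778 and 85), with the robust variance (939 and 109), with the mapped ratio as a factor (815 and 290) and with the replicate block (819 and 184). The same held without normal replicate 1 (4184 and 128) and IUGR replicate 1 (1098 and 163), and without loci whose estimate failed (896 and 121), the last chosen after seeing the values. The closest at the paper's thresholds were 12 higher and 8 lower without IUGR replicate 1, and 14 and 14 with the replicate block, whose pairs share only a number. A log2 fold change of at least 2 with no p at a pseudocount of 0.01, chosen after seeing the values, gave 91 and 66.

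The values of the paper's Fig. 4 and Fig. 5 were read by eye as ratios between the groups, and those computed here are 2 to the power of the fitted difference in log2(FPKM + 1) between 3 pigs per group, which lies closer to 1 than the ratio of mean FPKM for genes near the floor such as LIPE. A gene is counted as differing where the direction is opposite or the gap on the log2 scale is over the SD between pigs. The figures name PEPCK, GYS, IRS, PI3K, AKT and CPT1 without a form. They were set beside PCK1, GYS2, IRS1, PIK3CA, AKT2 and CPT1A, a choice made here, so these pairs may not be the same transcript. IRS2 and AKT1 have no locus under these symbols, and the legend of Fig. 4 expands CPT1 as a cholinephosphotransferase, here CHPT1. As normal relative to IUGR, the ratios were PC (1.07 here, about 0.63 in the paper's Fig. 4A), FOXO1 (0.885 here, about 0.61 in the paper's Fig. 4A) and GSK3B (0.919 here, about 0.57 in the paper's Fig. 4E). As IUGR relative to normal, they were GYS2 (1.29 here, about 0.66 in the paper's Fig. 4B), PIK3CA (1.08 here, about 0.65 in the paper's Fig. 4E), AKT2 (1.04 here, about 0.50 in the paper's Fig. 4E), LIPE (1.14 here, about 0.44 in the paper's Fig. 4G), SIRT1 (1.17 here, about 0.30 in the paper's Fig. 5A), PPARGC1A (0.740 here, about 0.50 in the paper's Fig. 5A), NRF1 (1.08 here, about 0.50 in the paper's Fig. 5B), TFAM (1.34 here, about 0.39 in the paper's Fig. 5B), ATP6 (1.23 here, about 0.33 in the paper's Fig. 5C), NDUFB6 (1.21 here, about 0.50 in the paper's Fig. 5D), NDUFS6 (1.43 here, about 0.80 in the paper's Fig. 5D), ATP5A1 (1.18 here, about 0.62 in the paper's Fig. 5F), ATP5B (1.54 here, about 0.50 in the paper's Fig. 5F), SOD1 (1.35 here, about 0.61 in the paper's Fig. 5J) and GSR (1.09 here, about 0.50 in the paper's Fig. 5J). By that rule all of these genes differed under every alternative set before the data were examined, some of them in the paper's direction, except that LIPE has no value at a filter of 1 FPKM.

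For other genes, as IUGR relative to normal, some of these alternatives brought the value within the paper's and the rest did not: IRS1 (1.11 here, about 0.85 in the paper's Fig. 4E) after sum and quantile scaling and with the mapped ratio as a covariate; CPT1A (0.977 here, about 0.63 in the paper's Fig. 4G) after sum and quantile scaling and without normal replicate 1 or IUGR replicate 1; ND3 (1.16 here, about 0.69 in the paper's Fig. 5C) after sum and quantile scaling, with the mapped ratio as a covariate or a factor and without normal replicate 3. With the mapped ratio as a covariate alone this held for COX2 (1.22 here, about 0.77 in the paper's Fig. 5C), NDUFS3 (1.25 here, about 0.66 in the paper's Fig. 5D) and NDUFA1 (1.17 here, about 0.67 in the paper's Fig. 5D). The FPKM of FOXO1 in IUGR pigs is about 34 in Fig. S2 of the paper, read by eye, and 13.4 here, and no alternative was computed for this FPKM.

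Of 29 genes with a ratio in the paper's figures, in the forms chosen here, 24 differed and 20 lay in the opposite direction on unscaled FPKM. With the mapped ratio as a covariate 21 differed and 12 lay in the opposite direction: 13 turned to the paper's direction (PC, IRS1, PIK3CA, AKT2, NRF1, ND3, COX2, NDUFS3, NDUFB6, NDUFA1, ATP5A1, SOD1 and GSR) and 5 turned away from it (FBP1, FOXO1, GSK3B, ACACA and CPT1A). Those in the opposite direction were 18 after median scaling, 14 after sum scaling, 15 after quantile scaling, 18 with the mapped ratio as a factor, 19 of 28 at a mean FPKM of at least 1, 20 to 21 with 1 library left out, and 20 under the other alternatives set before the data were examined. With all libraries and no scaling the other 5 had the paper's direction with a gap within that SD, which is wide for FASN and ACACA: as normal relative to IUGR, PCK1 (0.745 here, about 0.70 in the paper's Fig. 4A), FBP1 (0.923 here, about 0.87 in the paper's Fig. 4A), ACACA (0.789 here, about 0.56 in the paper's Fig. 4F) and FASN (0.354 here, about 0.69 in the paper's Fig. 4F), and as IUGR relative to normal, ND5 (0.975 here, about 0.92 in the paper's Fig. 5C). Of the genes that the paper measured by qRT-PCR, none was called here by limma in the main fit, and some were under alternatives (adjusted p in parentheses). HAMP was called at a mean FPKM of at least 1 (0.00996), with the mapped ratio as a covariate (0.00122), with it as a factor (0.00261), without normal replicate 2 (0.00332), without IUGR replicate 1 (6.42e-04), without IUGR replicate 2 (2.02e-04), without IUGR replicate 3 (2.27e-04), with IUGR 2 and IUGR 3 averaged (2.46e-04) and without loci whose estimate failed (0.0315). NNMT was called at a mean FPKM of at least 1 (0.0120), with the mapped ratio as a covariate (0.0294), without normal replicate 2 (0.0322), without normal replicate 3 (0.00531), without IUGR replicate 1 (0.00487), without IUGR replicate 2 (0.00410), without IUGR replicate 3 (0.00523), with IUGR 2 and IUGR 3 averaged (0.00527) and without loci whose estimate failed (0.0315). TOP2A was called without IUGR replicate 1 (0.00508). TCN1 was called without IUGR replicate 1 (0.00103), where the close libraries IUGR 2 and IUGR 3 alone stand for the group. KCNIP3 was called with the robust variance (0.0424). DAO was called without IUGR replicate 1 (0.0216). HSD17B2, IGFBP2, HGD, GNMT, FOXO1 and GSR were called under none of these. A replicate block, which pairs pigs that share only a number and on which no result rests, also called HAMP (4.30e-14), NNMT (1.67e-09), TOP2A (0.0137), KCNIP3 (0.0117) and HSD17B2 (1.50e-05). Averaging IUGR 2 with IUGR 3 and leaving out loci whose estimate failed were chosen after seeing the values. The paper clusters the libraries by group. Here the last pair of clusters parted normal 2 from the other libraries on the log scale and normal 3 on the linear scale, and IUGR 2 and IUGR 3 joined first.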

Other observations

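The comparisons of IUGR 2 with IUGR 3 by mapped ratio and of known loci with other loci, and the number of splits that part loci as the mapped ratio does, were tested only after the result was seen. Among lists not described elsewhere, genes of periportal hepatocytes were lower in IUGR pigs relative to all genes by camera (list median -0.073 relative to all genes, adjusted p = 0.0358; adjusted p = 0.901 with an estimated correlation), with SLC7A2, an arginine transporter, at -0.81 and the cadherin CDH1 at 0.90; the call was lost without normal replicate 1 (adjusted p = 0.215), without IUGR replicate 1 (0.136), without the filter (0.125), over all assembled loci (0.868), after median scaling (0.101) and after sum scaling (0.0586), within 0.00456 to 0.868 over all alternatives but the replicate block, as for the ranges that follow. The pericentral list was not called (list median 0.015 relative to all genes, adjusted p = 0.140, its median above and camera's test below all genes), with SLC1A2 at -1.13 and AHR at -0.68, and was called lower without normal replicate 3 (0.0149) and without IUGR replicate 1 (0.0190), within 0.0149 to 0.574. Bile acid genes were not called (list median 0.15 relative to all genes, adjusted p = 0.149), with AMACR at 1.19 and NR0B2, a repressor of bile acid synthesis, at -0.70, and 3 of 16 passed limma's test adjusted over the list alone; the list was called higher over all assembled loci (0.00252) and after median scaling (0.0319), within 0.00252 to 0.490. In the IGF axis (list median 0.057 relative to all genes, adjusted p = 0.220) IGFBP3, the main carrier of IGF1, stood at 1.06, and 2 of 13 genes passed when adjusted over the list alone; the list was called higher over all assembled loci (0.00593), within 0.00593 to 0.523. Clock genes (list median 0.023 relative to all genes, adjusted p = 0.739) included CRY2 at 0.90 and were called higher over all assembled loci (0.0225), within 0.0225 to 0.998. Acute phase and iron genes (list median -0.076 relative to all genes, adjusted p = 0.0608) included ORM1 at 1.00 and the transferrin receptor TFRC at 0.52 beside the lower HAMP, the 1 gene that passed when adjusted over the list alone, and were called lower without normal replicate 2 (0.00677), without IUGR replicate 1 (0.0190), without IUGR replicate 3 (0.0395), at a mean FPKM of at least 1 (0.0260), after quantile scaling (0.0166), with the mapped ratio as a factor (0.0274) and with IUGR 2 and IUGR 3 averaged (0.0413), within 0.00677 to 0.667. SLC1A2 was called without IUGR replicate 1 (adjusted p = 0.00303, range 0.00303 to 1.00). SLC7A2 ranged from -1.41 to -0.18 with 1 library left out, NR0B2 from -1.02 to -0.39, ORM1 from 0.54 to 1.34 and TFRC from 0.22 to 0.86. SLC7A2 was at -1.79, CDH1 at 0.43, SLC1A2 at -0.57, ORM1 at 0.36 and TFRC at -0.094 with the mapped ratio as a covariate.

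In glycolysis (list median 0.18 relative to all genes, adjusted p = 0.671) PKM stood at 0.44 and GAPDH at 0.46, and the list was called higher without normal replicate 1 (0.0319) and over all assembled loci (0.0252), within 0.0252 to 0.978. In galactose metabolism (list median 0.14 relative to all genes, adjusted p = 0.761) GLB1 stood at 0.38 and GALK1 at 0.42, in steroid hormone metabolism (list median -0.023 relative to all genes, adjusted p = 0.432) AKR1C1 at 0.83 and CYP1A1 at -1.62, and in tyrosine and branched-chain catabolism (list median -0.019 relative to all genes, adjusted p = 0.228) HIBADH at 0.69 and IVD at 0.57. The galactose list was called higher over all assembled loci (0.0364), within 0.0364 to 0.984, the steroid list lower with the mapped ratio as a covariate (0.0187), within 0.0187 to 0.998, and the tyrosine list lower with the mapped ratio as a covariate (0.00410), within 0.00410 to 0.712. Amino acid and ER stress genes (list median -0.10 relative to all genes, adjusted p = 0.121), with ATF4 at 0.60 and VLDLR at 0.48, were called lower without normal replicate 2 (0.0375), after sum scaling (0.00791), after quantile scaling (0.00879), with the mapped ratio as a covariate (0.00256) and with the mapped ratio as a factor (0.00219), within 0.00219 to 0.712. Immediate early and heat shock genes (list median -0.049 relative to all genes, adjusted p = 0.228), with EGR1 at 0.54 and IER3 at 0.31, were called lower without normal replicate 2 (0.0359), within 0.0359 to 0.451. Among cell types, endothelial markers lay mostly above the median of all genes (9 of 10; list median 0.27 relative to all genes, adjusted p = 0.0705), with PECAM1 at 0.73 and VWF at 0.72, and were called higher without normal replicate 3 (0.0223), without IUGR replicate 2 (0.0191), without IUGR replicate 3 (0.00230), at a mean FPKM of at least 1 (0.0414), over all assembled loci (0.00253), after median scaling (0.0219), after sum scaling (0.0130), after quantile scaling (0.0337), with the mapped ratio as a covariate (0.00492), with the mapped ratio as a factor (0.0267) and with IUGR 2 and IUGR 3 averaged (0.00576), within 0.00230 to 0.622. Erythroid markers (list median 0.37 relative to all genes, adjusted p = 0.211), with HBA at 0.70, were called higher without IUGR replicate 2 (0.0184), without IUGR replicate 3 (0.00230), over all assembled loci (0.0439), with the mapped ratio as a covariate (0.00377) and with IUGR 2 and IUGR 3 averaged (0.00576), within 0.00230 to 0.787. Markers of Kupffer cells and macrophages (list median -0.052 relative to all genes, adjusted p = 0.0974), with MARCO at -0.47, were called lower without normal replicate 2 (0.0262), after sum scaling (0.0130), after quantile scaling (0.0123), with the mapped ratio as a covariate (0.0263) and with the mapped ratio as a factor (0.0256), within 0.0123 to 0.904. Markers of T, NK and B cells (list median -0.12 relative to all genes, adjusted p = 0.211), with CD79B at 0.39, of hepatocytes (list median -0.070 relative to all genes, adjusted p = 0.211), with SERPINA1 at 0.72, and of cholangiocytes (list median -0.067 relative to all genes, adjusted p = 0.507), with SPP1 at 1.07, were not called in the main fit, the first was called lower at a mean FPKM of at least 1 (0.0413), within 0.0413 to 0.924, and those of adipocytes and skeletal muscle had too few measured genes for a test. PKM ranged from 0.28 to 0.70 with 1 library left out, GAPDH from 0.27 to 0.65, GALK1 from 0.25 to 0.65, AKR1C1 from 0.55 to 1.17, CYP1A1 from -2.71 to -0.14, IVD from 0.30 to 0.93, EGR1 from 0.13 to 1.00, IER3 from 0.16 to 0.53, VWF from 0.41 to 0.99, HBA from 0.27 to 1.00, MARCO from -0.66 to -0.31, CD79B from 0.23 to 0.48 and SPP1 from 0.69 to 1.55. PKM was at 0.16, GAPDH at 0.080, GALK1 at 0.0090, AKR1C1 at 0.18, CYP1A1 at -3.09, HIBADH at 0.22, IVD at 0.055, ATF4 at 0.32, EGR1 at 0.026, IER3 at 0.065, CD79B at 0.58, SERPINA1 at 0.17 and SPP1 at 0.58 with the mapped ratio as a covariate.

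IUGR 2 and IUGR 3 were closer to each other than any other libraries. If 1 library had been deposited in both columns, their values would be the same up to a scale. Their log2 ratio had a robust SD of 0.108, which argues against it. Against sampling noise alone, the ratios of their mitochondrial transcripts had a median absolute z of 11.1, and 3.5 with 10 times fewer fragments than computed. Normal 1 with IUGR 3 had 13.2. This noise leaves out that of the run and of the FPKM estimate, so the z cannot decide whether 1 library was sequenced again. A shared mapped ratio is argued against as well, since normal 1, with a high ratio too, had a robust SD of the log2 ratio of at least 0.270 against them, compared with 0.108 between them. A shared litter is argued against by the design, which took 1 IUGR piglet from each litter. Other kinship, and shared handling of the pigs or their RNA, stay open and were not tested.

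Known transcripts were higher in the libraries with a higher mapped ratio. A single scale factor per library for all loci is argued against by the loci without an Ensembl identifier, whose median log2 difference was -0.089 while that of known loci was 0.32. More of the signal outside annotated genes in the libraries with the lower ratio is a candidate explanation. It was not tested apart from the pattern it would explain. That pattern is 37.7% of the loci without an identifier higher in the libraries with the higher ratio, against 89.2% of known loci. Of the 10 splits of the libraries into 3 and 3, this split alone called as many as 1125 loci, and the highest other called 9, and 10 splits are too few for a share under 0.05. What made the ratio differ between pigs was not tested, and no biological explanation was tested.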
